# The role of vesicle trafficking genes in osteoblast differentiation and function

**DOI:** 10.1038/s41598-023-43116-8

**Published:** 2023-09-26

**Authors:** Hui Zhu, Yingying Su, Jamie Wang, Joy Y. Wu

**Keywords:** Cell biology, Endocrinology

## Abstract

Using Col2.3GFP transgenic mice expressing GFP in maturing osteoblasts, we isolated Col2.3GFP^+^ enriched osteoblasts from 3 sources. We performed RNA-sequencing, identified 593 overlapping genes and confirmed these genes are highly enriched in osteoblast differentiation and bone mineralization annotation categories. The top 3 annotations are all associated with endoplasmic reticulum and Golgi vesicle transport. We selected 22 trafficking genes that have not been well characterized in bone for functional validation in MC3T3-E1 pre-osteoblasts. Transient siRNA knockdown of trafficking genes including *Sec24d*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* significantly increased mineralized nodule formation and expression of osteoblast markers. Increased mineralized nodule formation was suppressed by concurrent knockdown of *P4ha1* and/or *P4ha2*, encoding collagen prolyl 4-hydroxylase isoenzymes. MC3T3-E1 pre-osteoblasts with knockdown of *Cog6*, *Gosr2*, *Pacs1* or *Arf4* formed more and larger ectopic mineralized bone nodules in vivo, which was attenuated by concurrent knockdown *P4ha2*. Permanent knockdown of *Cog6* and *Pacs1* by CRISPR/Cas9 gene editing in MC3T3-E1 pre-osteoblasts recapitulated increased mineralized nodule formation and osteoblast differentiation. In summary, we have identified several vesicle trafficking genes with roles in osteoblast function. Our findings provide potential targets for regulating bone formation.

## Introduction

Osteoblasts are major bone forming cells. Osteoblast dysregulation may cause inadequate or excessive mineralization of bones or ectopic calcification. Identification of novel genes and signaling pathways associated with osteoblast differentiation and function may lead to better understanding of bone development, homeostasis, and regeneration. Osteoblasts synthesize and secrete large amounts of type I collagen into the extracellular matrix that is subsequently mineralized to provide mechanical support and scaffolding for muscle attachment^1^. Proteins destined for secretion are synthesized in the endoplasmic reticulum (ER), then transported via vesicles to the Golgi apparatus, then in turn to the plasma membrane. During this process vesicle budding, cargo selection, transportation, and docking to destination compartments (such as the plasma membrane) are regulated by vesicle trafficking proteins such as Coat Protein Complex II (COPII) components, vesicular/target membrane proteins (v-SNARE/t-SNARE) and the Rab family of small GTPases^2^. In osteoblasts, mutations in COPII coat subunits (e.g. Sec23A and Sec24d) that regulate budding of collagen-containing vesicles from the ER are associated with skeletal defects in patients with cranio-lenticulo-sutural dysplasia^3^ and osteogenesis imperfecta (OI)^4–6^, respectively. A mutation variant of *CREB3L1*, which encodes ER-localized old astrocyte specifically induced substance (OASIS) has also been shown to be involved in altered cellular secretion in OI patients^7^.

In this study, we performed RNA sequencing of Col2.3GFP^+^ enriched osteoblasts, in which GFP expression marks mature osteoblasts^8^, and identified several vesicle trafficking genes that are involved in osteoblast differentiation and mineralization. Disruption of their expression in MC3T3-E1 pre-osteoblasts increased osteoblast differentiation and mineralized nodule formation, with enhanced collagen modification by prolyl 4-hydroxylase. Our study provides novel insight into the role of vesicle traffic proteins in osteoblast differentiation and mineralized nodule formation.

## Results

### Genes involved in vesicle trafficking are enriched in transcriptomes of mature osteoblasts

In Col2.3GFP transgenic mice that express green fluorescent protein (GFP) under the control of the 2.3 kb Col1a1 promoter, Col2.3GFP is expressed in maturing osteoblast lineage cells^8^. We reasoned that genome-wide gene expression profiling of the Col2.3GFP^+^ population might identify novel genes and signaling pathways critical for osteoblast function. We isolated Col2.3GFP^+^ enriched osteoblasts from three sources: (1) freshly isolated mouse bone GFP^+^ (lo) and GFP^+^ (hi) populations from long bones of Col2.3GFP transgenic mice, which represent early and late stage (mature) osteoblasts, respectively^9,10^; (2) GFP^+^ (lo) and GFP^+^ (hi) populations isolated from osteogenic differentiation of bone chips from Col2.3GFP transgenic mice^11^; and (3) GFP^+^ osteoblasts derived from osteogenic differentiation of mouse Col2.3GFP embryonic stem cell (ESC) lines^9^. 

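Libraries of 6 cell populations were analysed, with 3 replicates each. GFP+ (hi) and GFP- cells came from fresh long bone and from bone chip cultures, and the GFP+ osteoblasts derived from ESC (ESC-OB GFP+) were set against ESC. A label names osteogenic differentiation as the treatment of these ESC too, and they were taken as undifferentiated from their titles and the paper. The GFP+ (lo) populations were not analysed here. *Col1a1*, which encodes the α1 chain of type I collagen and lends its promoter to the transgene, took 36.2 to 37.5% of the counts in bone GFP+ (hi) cells and 0.805 to 1.59% in bone GFP- cells. In bone chips its share was 12.1 to 14.4% in GFP+ (hi) cells and 2.93 to 3.37% in GFP- cells. It was 0.324 to 0.774% in ESC-OB GFP+ cells and at most 0.00131% in ESC. *Rn45s*, the ribosomal RNA precursor, took 5.72 to 7.95% of the counts in ESC and 0.290 to 0.690% in ESC-OB GFP+ cells. In bone chips it took 8.01 to 12.5% in GFP+ (hi) cells and 8.96 to 11.5% in GFP- cells.
The authors purified poly-A mRNA, sequenced it from both ends, aligned the reads to mm9 with STAR and tested RefSeq genes with DESeq2. The counting tool and the strand setting are not named in the paper's text. The deposited tables hold counts that are not normalized. Total counts per library were 5482065 to 6468750 (median 6429881) in bone GFP- cells, 21425212 to 43874837 (median 30231520) in bone GFP+ (hi) cells, 9829832 to 17553194 (median 12735253) in bone chip GFP- cells and 13228266 to 15221973 (median 14131960) in bone chip GFP+ (hi) cells. They were 4920977 to 21215099 (median 5566062) in ESC and 20680956 to 26601417 (median 23105867) in ESC-OB GFP+ cells. The paper gives an average of 30 M reads per sample. The tables hold a mean of 16.59 M counts per library; the text does not say whether a count is a read or a pair of reads, and counting pairs would halve the number.
Each source was normalized and tested on its own with edgeR, after a filter on low counts and with TMM factors, so levels of different sources are not on one scale. Genes with an adjusted p under 0.05 were called higher or lower in the GFP+ population. In the ESC comparison the median log2 fold change of the genes tested was 0.22, so changes there are to be read against that shift. The test, the filter, the threshold, 33 gene lists and most of the alternative settings were fixed before the data were examined. Lists and settings chosen later are named as such. Neither the paper nor the sample labels say whether replicates came from separate mice or cultures, so the p-values measure only the spread between samples. In bone, chromosome Y transcripts were present in every GFP- library and nearly absent from GFP+ (hi) replicates 1 and 3. Bone effects of GFP therefore cannot be fully separated from those of sex or animal. In bone chips, residuals of libraries with the same replicate number were correlated (0.158 to 0.397). Results are from fits without pairing by number unless a replicate block is named.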

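Both chains of type I collagen rose in the GFP+ cells of every source (n = 3 libraries per group). *Col1a1* had a log2 fold change of 6.10 (SE 0.42, adjusted p = 5.0e-06) in bone, 2.60 (SE 0.21, adjusted p = 1.3e-04) in bone chips and 9.04 (SE 0.46, adjusted p = 4.3e-08) in ESC-OB, from edgeR's quasi-likelihood test. For *Col1a2*, the α2 chain, the values were 5.14 ± 0.33, 2.46 ± 0.20 and 12.89 ± 0.63 (standard errors). *Phex*, an endopeptidase of late osteoblasts and osteocytes that is needed for bone mineralization, rose by 4.65 ± 0.35, 5.31 ± 0.32 and 3.43 ± 1.00. *Alpl*, the alkaline phosphatase of mineralizing osteoblasts that ESC express as well, rose by 1.36 ± 0.19 in bone and 2.53 ± 0.12 in bone chips and fell by 3.09 in ESC-OB.
Of a list of genes of osteogenic differentiation, drawn up in advance to stand in for the paper's set, 29 of 75 measured members were higher in bone, 25 were lower and 21 did not pass the test (31 higher and 25 lower when adjusted over the list alone). In bone chips 33 of 74 were higher, 19 lower and 22 not called (33 and 20 adjusted over the list alone), and in ESC-OB 60 of 73 were higher, 5 lower and 8 not called (60 and 5 adjusted over the list alone). Their median log2 fold changes were 0.40, 0.26 and 4.65 (3.84 with the members at 0 counts in ESC set to their bound). Against ESC, several marker lists of other cell types rose as well: 13 of 13 stromal and adipocyte, 15 of 16 fibroblast and smooth muscle, 15 of 17 early endoderm, 14 of 16 cardiac and 9 of 9 monocyte and macrophage genes were higher. Erythroid (1 higher and 5 lower of 6), neural (1 and 5 of 12) and B lymphoid genes (0 and 2 of 7) did not. Of 18 chondrocyte markers, 18 were lower in bone GFP+ (hi) cells, with a median of -7.14, and 5 of the 18 are also in the osteogenesis list. In bone chips 4 were higher, 8 lower and 6 not called. In ESC-OB, 10 of 15 measured were higher, 1 lower and 4 not called, with a median of 3.67. Collagen X (*Col10a1*), a product of hypertrophic chondrocytes, fell by 8.91 in bone and was not called in bone chips (0.52, adjusted p = 0.225).
A narrower list of osteoblast matrix and mineralization genes had 18 of 30 members higher and 8 lower in bone, 21 higher and 5 lower of 30 in bone chips, and 21 higher and 1 lower of 27 in ESC-OB (18, 22 and 21 higher when adjusted over the list alone). Of the osteogenic transcription factors, 12 of 24 were higher and 6 lower in bone, 12 of 24 higher and 9 lower in bone chips, and 18 of 23 higher and 3 lower in ESC-OB (12, 12 and 18 higher when adjusted over the list alone).
Against the other genes, the osteogenesis list was shifted upward in bone chips (adjusted p = 0.0401, limma's camera with its preset correlation) and in ESC-OB (adjusted p = 3.5e-07) but did not pass in bone (adjusted p = 0.240). With an estimated correlation it did not pass in bone chips (adjusted p = 0.443) or ESC-OB (0.438), nor in bone chips with a replicate block (0.0579). The matrix list passed in bone (adjusted p = 6.7e-04), bone chips (1.1e-06) and ESC-OB (9.6e-04), and the transcription factors in bone (0.0318) and ESC-OB (0.00312) but not in bone chips (0.421). None of the 33 lists passed in a single source with an estimated correlation. Even the 18 chondrocyte genes in bone, all lower with a median of -7.14, had adjusted p = 0.239 there. With 3 libraries per group this setting therefore does not decide whether a list is shifted. For the matrix list it gave adjusted p = 0.239, 0.253 and 0.438, and for the transcription factors 0.239 in bone and 0.438 in ESC-OB. Among the genes called higher, a ranking that leaves out the members that fell or were not called, fgsea gave the osteogenesis list adjusted p-values of 0.0474 in bone, 0.0573 in bone chips and 3.9e-04 in ESC-OB. Its normalized enrichment scores were 1.54 in bone and 1.45 in bone chips.
In bone the list's adjusted p in tests against other genes ranged from 0.00273 to 0.823 over the alternatives and passed with fgsea over the whole ranking (0.00273). Limma's fry, which asks whether the list moves one way and not whether it differs from other genes, gave 0.0179, 0.00287 and 8.1e-05. In bone chips the adjusted p of tests against other genes ranged from 0.00769 to 0.443 and no longer passed without GFP- replicate 2 (0.115), without GFP+ (hi) replicate 3 (0.0865) or with RLE factors (0.0516).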

We performed RNA-sequencing and confirmed that significantly upregulated genes in Col2.3GFP^+^ populations are enriched in the osteogenesis gene set (obtained from Qiagen, which includes 82 genes related to osteogenic differentiation) and in osteoblast differentiation, bone development, bone mineralization and ossification annotation categories (Fig. 1A and S1). We reasoned that overlapping genes expressed by Col2.3GFP^+^ populations from three sources of osteoblasts would further select for osteogenic candidate genes. 

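*Bmp3*, *Entpd3*, *Lpar3* and *Spns2* were among the genes that rose in all 3 sources. *Bmp3*, of the bone morphogenetic protein family, rose by 6.97 ± 0.31 (log2 fold change ± SE, n = 3 libraries per group) in bone and 4.93 ± 0.20 in bone chips. It was at least 183-fold higher in ESC-OB, as ESC had no counts. *Spns2*, a transporter of sphingosine 1-phosphate, rose by 5.66 ± 0.19, 4.53 ± 0.22 and 6.96 ± 0.47. *Entpd3*, an enzyme that breaks down extracellular nucleotides, rose by 8.94 ± 0.26, 4.89 ± 0.30 and 5.39 ± 0.30. *Lpar3*, a receptor for lysophosphatidic acid, rose by 6.07 ± 0.31 in bone and 4.83 ± 0.19 in bone chips. Bounds of this kind take 3 counts over the group as the floor, and like the counting intervals they cover counting error only.
In all, 560 genes were called higher in each of the 3 comparisons, of 11623 tested in all of them, where 207 would be expected from independent calls. Ranked by their smallest change, and leaving out symbols of clones and predicted genes, the genes after *Bmp3*, *Entpd3* and *Lpar3* are *Tg*, *Ranbp3l*, *Spns2*, *Pdgfd*, *Rnf43*, *Stap2*, *Ano1*, *Fam84a*, *Fam189a2*, *Ibsp*, *Slc36a2*, *Cfhr2*, *Tmtc2*, *Adam12*, *Hoxb2*, *Ramp1* and *Rerg*. *Ranbp3l* had no counts in ESC (at least 10.6-fold higher) and *Rnf43* had 2 in bone GFP- cells, so their places depend on the prior count. *Rnf43* encodes a ubiquitin ligase that lowers Wnt receptors, *Ano1* a chloride channel (4.18, 3.91 and 5.66) and *Adam12* a metalloprotease (3.51, 3.75 and 5.58).
In bone GFP+ (hi) cells 2455 genes were higher and 2776 lower, of 12559 tested. Rankings by change here cover the genes called whose libraries lie apart between the groups and whose mean reaches 10 CPM in the higher group, and the places of genes with 3 counts or fewer in a group depend on the prior count. Among the largest rises were those of *Cdh15*, *Pcdhac2* (at least 118-fold, from no counts), *Lipc*, *Slc36a2*, *Fam78b*, *Cdh2*, *Dmp1*, *Bglap* and *Bglap2*. *Dmp1* (9.55, SE 0.51, adjusted p = 1.1e-06) encodes a phosphoprotein of the mineralizing matrix. *Il17b*, *Fxyd2*, *Efemp1*, *Syt8*, *Gal3st1*, *Lypd3*, *Tnfrsf13c*, *Arsi* and the cartilage genes *Lect1* (-9.85) and *Matn3* (-9.14) were among the largest falls.
In bone chip GFP+ (hi) cells 2614 genes were higher and 2967 lower, of 12841 tested. Osteocyte genes were among the largest rises: *Sost* (6.31, SE 0.62, adjusted p = 3.2e-04), which encodes the Wnt inhibitor sclerostin, *Dmp1* (5.58) and *Mepe* (5.56), with *Kcnj3*, *Bmp8b*, *Cbfa2t3*, *Lipc*, *Scn1a*, *Phex* and *Ptprz1*. *Galnt9*, *Trabd2b*, *Gdf10*, *Mmp3*, *Crispld1*, *Crispld2*, *Col14a1*, *Nrg1*, the BMP antagonist *Grem1* (-4.65) and the progenitor marker *Cd34* (-4.52) fell most.
In ESC-OB GFP+ cells 6631 genes were higher and 5353 lower, of 15417 tested. Decorin (*Dcn*), a proteoglycan that binds collagen fibrils, and the collagenase *Mmp13* were among the largest rises, with *Ibsp*, *Ctla2a*, *Cbr2*, *Ces1d*, *Mmp3* and the epithelial genes *Krt6a*, *Bpifa1* and *Cyp2f2*. *Krt6a* was at least 7990.0-fold higher, and 18 of 19 measured genes of stratified epithelium, a list chosen after the data were seen, were higher (median 7.26). The pluripotency genes *Tdh*, *Fgf4*, *Esrrb*, *Gdf3*, *Tcl1* and *Nanog*, with *Mcf2*, *Zscan4f*, *Zscan4c* and *Usp26*, were among the largest falls. In bone, by contrast, 10 of 13 measured pluripotency genes were higher in GFP+ (hi) cells (10 adjusted over the list alone), at low levels: *Pou5f1* reached 3.75 ± 0.594 CPM (SD, n = 3). Their median was 5.36, or 4.33 with genes at 0 counts set to their bound. Camera gave adjusted p = 3.4e-05, and adjusted p = 0.239 with an estimated correlation. In these GFP+ (hi) libraries 93.9% of 66 genes restricted to ESC lay within 2-fold of 0.294% of their ESC level. A trace of ESC material in the libraries is therefore a candidate explanation. A sort for GFP should remove ESC cells, so where such material entered is open. Without genes at this share, a setting chosen after the data were seen, 2432 genes were higher in bone.
Of 30 cell cycle genes 30 were lower in bone, 29 in bone chips and 30 in ESC-OB, and none was higher (30, 30 and 30 lower when adjusted over the list alone). *Mki67*, a marker of cycling cells, fell by 1.81, 2.16 and 5.18. The list passed camera in each source (adjusted p = 1.1e-10, 9.9e-11 and 1.1e-10). The values were adjusted p = 0.239, 0.253 and 0.438 with an estimated correlation. In bone, 18 of 18 chondrocyte and 5 of 5 B lymphoid genes were lower in GFP+ (hi) cells as well. Whether cells of other types in the GFP- reference account for the fall of cell cycle genes there was not tested.
Fitting all 18 libraries together raised the count of higher genes in bone to 4047. With each source fitted on its own and a threshold of 1 on the log2 scale, the count was 1601 in bone and 1087 in bone chips. The overlap then held 233 genes. The ESC-OB call of *Slc36a2* ended without ESC replicate 2 (adjusted p = 0.0982, over a range of 0.00594 to 0.0982).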

We identified 593 overlapping genes that were highly enriched in Col2.3GFP^+^ osteoblasts from all three sources (Fig. 1B). Gene Ontology analysis reveals that the top 10 annotation terms include endochondral ossification, collagen fibril organization, positive regulation of osteoblast differentiation, and regulation of bone mineralization. 

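Bone matrix and osteocyte genes were over-represented among the genes higher in all 3 sources. Osteocyte genes showed the highest odds: 6 of 11 tested members, *Dmp1*, *Phex*, *Cd44*, *Dkk1*, *Irx5* and *Ptprz1*, were among them. *Ptprz1*, a receptor tyrosine phosphatase, had a log2 fold change of 5.67 (SE 0.52, adjusted p = 3.0e-05) in bone, 5.27 (SE 0.37, adjusted p = 8.4e-05) in bone chips and 2.09 (SE 0.27, adjusted p = 3.5e-05) in ESC-OB. *Dmp1* was at 1.82 ± 1.27 CPM in ESC and 11.6 ± 12.1 in ESC-OB GFP+ cells (SD, n = 3), a log2 fold change of 2.50 (adjusted p = 0.0124). Taken source by source, 9 of 12 measured osteocyte genes were higher and 2 lower in bone, 9 of 13 higher and 3 lower in bone chips, and 10 of 11 higher and 1 lower in ESC-OB (9, 9 and 10 higher when adjusted over the list alone).
Of the osteoblast matrix and mineralization genes, 9 of 27 were in the overlap: *Ibsp*, *Sparc*, *Col1a1*, *Col1a2*, *Phex*, *Dmp1*, *Bmp1*, *Slc36a2* and *Kcnk1*. The fibrillar collagen genes there were *Col1a1*, *Col1a2*, *Col5a1* and *Col5a2*, with *Adamts2* and *Bmp1*, which encode proteases that trim procollagen, so 6 of 23. Source by source 11 of 25 fibrillar collagen genes were higher and 10 lower in bone, 11 of 24 higher and 10 lower in bone chips, and 21 of 24 higher and 1 lower in ESC-OB (11, 12 and 21 higher when adjusted over the list alone). *Mgp*, an inhibitor of calcification, went the other way: it fell by 5.47 in bone and 3.30 in bone chips and was 10400.0 (95% counting interval 1870.0 to 411000.0) times as high in ESC-OB as in ESC.
By Fisher's exact test (two-sided, against the genes tested in all 3 sources, adjusted over 33 lists), the odds ratio was 23.9 (95% confidence interval 6.06 to 99.2, adjusted p = 3.8e-05) for osteocyte genes, 10.0 (3.94 to 23.6, adjusted p = 3.1e-05) for matrix genes, 7.04 (2.26 to 18.8, adjusted p = 0.00335) for fibrillar collagens and 5.43 (2.76 to 10.0, adjusted p = 3.1e-05) for the osteogenesis list, of which 14 of 66 were in the overlap. These lists share members. Collagen-modifying enzymes (4 of 26, adjusted p = 0.0944), osteogenic transcription factors (3 of 20, namely *Runx2*, *Dlx3* and *Creb3l1*, adjusted p = 0.163) and Wnt signalling genes (1 of 26, adjusted p = 1.00) did not pass. The ESC-OB call of *Dmp1* ended without ESC-OB GFP+ replicate 2 (adjusted p = 0.0701, within 6.1e-04 to 0.0701 over its alternatives).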

Interestingly, the top 3 annotation terms are vesicle fusion with Golgi apparatus/Golgi vesicle transport; negative regulation of ER stress-induced intrinsic apoptotic signaling; and COPII-coated vesicle budding/ER to Golgi vesicle-mediated transport, all of which are associated with ER and Golgi vesicle transport (Fig. 1C). 

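Part of the genes for the coats of vesicles that move between the ER and the Golgi were higher in the GFP+ cells. Of the genes of the COPII coat and its budding factors, 10 of 20 in bone, 15 of 20 in bone chips and 12 of 21 in ESC-OB were higher and none was lower (10, 15 and 12 higher when adjusted over the list alone). *Mia3*, which loads procollagen into COPII carriers, had a log2 fold change of 1.32 (SE 0.15, adjusted p = 9.9e-05) in bone, 0.75 (SE 0.08, adjusted p = 5.0e-04) in bone chips and 1.02 (SE 0.15, adjusted p = 1.2e-04) in ESC-OB. *Sec31a*, an outer coat subunit, rose by 1.23 ± 0.15 in bone and 0.72 ± 0.11 in bone chips and was not called in ESC-OB (0.22, adjusted p = 0.213). *Tbc1d20*, a regulator of Rab GTPases at the ER, rose by 1.03 ± 0.18, 0.80 ± 0.08 and 0.63 ± 0.16.
Of the COPI coat genes, which serve transport back to the ER, 9 of 21 in bone, 17 of 21 in bone chips and 14 of 21 in ESC-OB were higher, and 1 was lower, in ESC-OB (9, 18 and 14 higher when adjusted over the list alone). *Arfgap1*, which helps to shed the COPI coat, rose by 1.21 ± 0.16, 0.71 ± 0.10 and 1.68 ± 0.16, and *Kdelr2*, a receptor that returns ER proteins, by 1.31 ± 0.14, 0.66 ± 0.11 and 0.77 ± 0.17. ER-Golgi SNAREs were higher in 5 of 17 in bone, 10 of 17 in bone chips and 10 of 17 in ESC-OB with 3 lower in ESC-OB. *Sec22b* was called in bone chips (0.73, adjusted p = 4.5e-04) and ESC-OB (1.64, adjusted p = 3.7e-06) but not in bone (0.03, adjusted p = 0.908). Golgins were higher in 6 of 17 in bone, 10 of 17 in bone chips and 11 of 17 in ESC-OB, with 1 lower in ESC-OB. COG and TRAPP tethers were higher in 10 of 25 in bone, 8 of 25 in bone chips and 11 of 25 in ESC-OB, with 5 lower in ESC-OB. ER cargo receptors were higher in 1 of 20 in bone, 11 of 20 in bone chips and 15 of 20 in ESC-OB, and 2, 2 and 1 were lower. Rab GTPases were higher in 7 of 36 in bone, 10 of 37 in bone chips and 27 of 38 in ESC-OB, and 3, 7 and 6 were lower. Adjusted over the list alone, 5, 10 and 10 SNAREs, 6, 10 and 11 golgins, 11, 7 and 10 tethers, 1, 11 and 15 cargo receptors and 6, 11 and 27 Rab GTPases were higher.
The list that pools this machinery had 23 of 120 members among the genes higher in all 3 sources (odds ratio 4.84, 95% confidence interval 2.91 to 7.76, adjusted p = 3.6e-07, two-sided Fisher's exact test). Its COPI (7 of 21, adjusted p = 2.5e-04), COPII (5 of 20, 0.0102), SNARE (4 of 17, 0.0254) and golgin parts (4 of 17, 0.0254) passed on their own, and COG and TRAPP tethers (2 of 25, 0.697), ER cargo receptors (1 of 20, 1.00) and, outside the pool, Rab GTPases (5 of 36, 0.0839) did not. Set against all other genes of one source, the pooled list was shifted upward in bone, bone chips and ESC-OB (adjusted p = 5.0e-05, 2.6e-10 and 0.00276 from camera); adjusted p = 0.239, 0.253 and 0.494 with an estimated correlation. Its median log2 fold changes were 0.38, 0.37 and 0.73. Taken apart in ESC-OB, COPII genes (adjusted p = 0.0933), SNAREs (0.134), golgins (0.0607) and COG and TRAPP tethers (0.480) did not pass camera with its preset correlation. COPI genes (0.0371) and ER cargo receptors (0.0138) did pass there. Each of these parts passed in bone chips, and each but the ER cargo receptors (0.864) in bone.
With a fold threshold of 1 on the log2 scale, 0 of 120 members remained in the overlap. Without the trafficking genes that the paper lists, which were picked from these libraries, 3 of 98 were in it (odds ratio 0.622, p = 0.632 by Fisher's exact test), a fall that leaving them out brings about by construction.

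**Figure D1:**
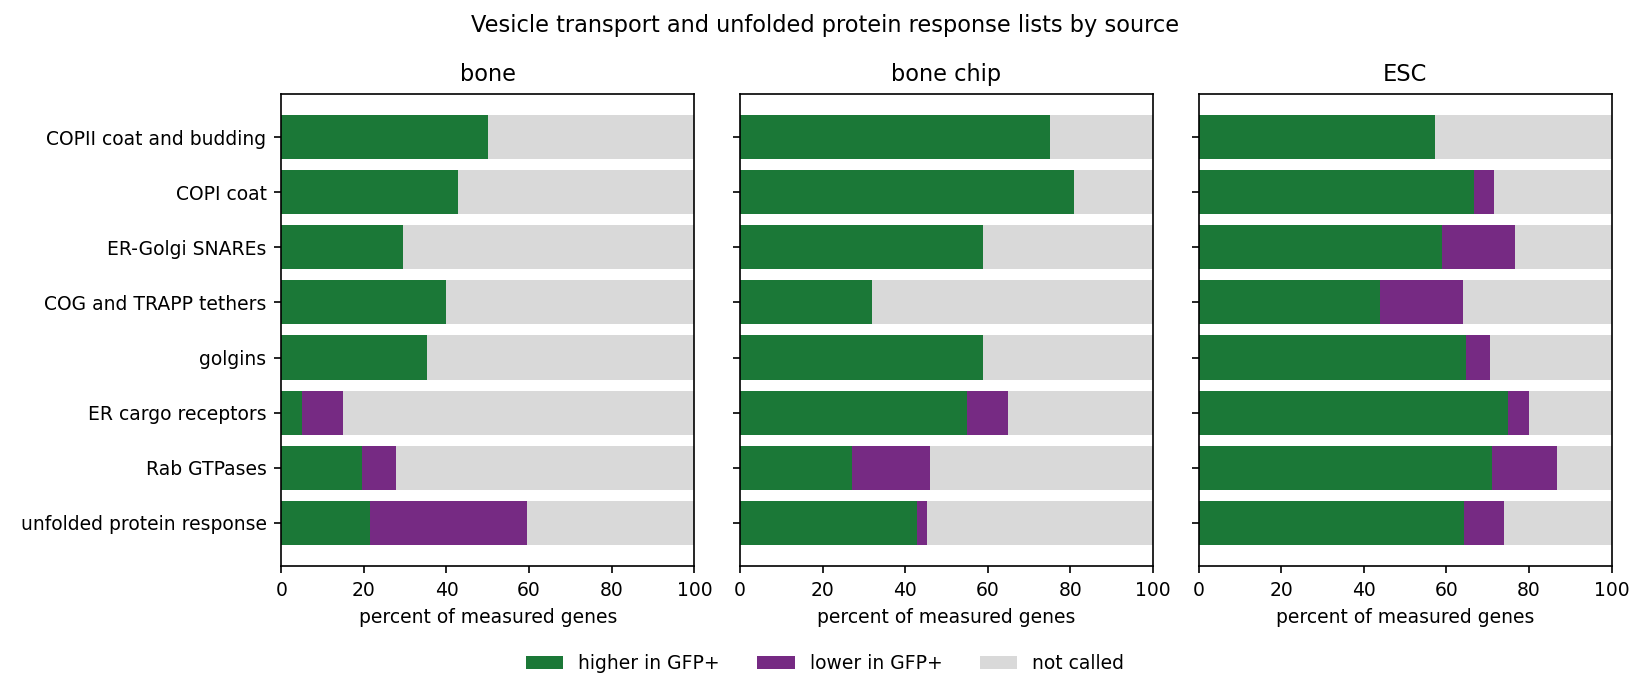
Percent of the measured genes of 8 lists that were higher (adjusted p under 0.05 from edgeR), lower or not called in the GFP+ population, with 1 panel for each source. COPII genes were higher in 10 of 20 in bone, 15 of 20 in bone chips and 12 of 21 in ESC-OB.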

The endoplasmic reticulum unfolded protein response is also among the top 10 annotation terms (Fig. 1C). These gene annotations prompted us to focus on the function of vesicle trafficking genes in osteoblast cells.

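Part of the genes of the unfolded protein response were higher in bone chips and ESC-OB, and in bone they went both ways. In bone 9 of 42 were higher, 16 lower and 17 not called; in bone chips 18 were higher, 1 lower and 23 not called, and in ESC-OB 27, 4 and 11 (9, 18 and 27 higher and 17, 2 and 4 lower when adjusted over the list alone). Those higher in every source were *Creb3l1*, *Creb3*, *Eif2ak3*, *Edem1*, *Syvn1*, *Wfs1* and *Wipi1*. *Creb3*, an ER-bound transcription factor related to OASIS, rose by 0.70 ± 0.14 (log2 fold change ± standard error, n = 3 libraries per group), 0.84 ± 0.08 and 4.28 ± 0.22. *Eif2ak3* encodes the ER stress sensor PERK, and *Edem1* and *Syvn1* act in the degradation of misfolded ER proteins.
*Xbp1*, the transcription factor spliced by the sensor IRE1, rose in bone chips (0.75, SE 0.08, adjusted p = 4.4e-04) and ESC-OB (2.25, SE 0.18, adjusted p = 9.3e-07) and was not called in bone (0.23, adjusted p = 0.362). The chaperone gene *Hspa5* fell by 0.70 in bone, was not called in bone chips (-0.09, adjusted p = 0.795) and rose by 1.19 in ESC-OB. *Hyou1*, another ER chaperone, rose by 2.66 ± 0.26 in bone and fell by 3.96 in ESC-OB. Its log2 effect in bone lay 3.07 above that in bone chips when both sources were fitted together. *Trib3*, *Chac1* and *Herpud1*, targets of the stress response, fell in bone and rose in bone chips. *Trib3* fell by 6.02 and rose by 1.57, *Chac1* fell by 1.69 and rose by 1.45, and *Herpud1* fell by 0.69 and rose by 1.16.
Of the list, 7 of 42 genes were among those higher in all 3 sources (odds ratio 3.99, 95% confidence interval 1.49 to 9.16, adjusted p = 0.0149, two-sided Fisher's exact test). Against other genes the list passed camera in bone chips (adjusted p = 0.00917) and ESC-OB (0.00870) but not in bone (0.526); adjusted p = 0.256 and 0.484 with an estimated correlation. The effect in bone minus that in bone chips had a median of -0.40 on the log2 scale (adjusted p = 0.0406 for the difference, and adjusted p = 0.673 with an estimated correlation). With 18 libraries scaled together, the list's median in bone minus bone chips was 0.65 in GFP- cells and 0.33 in GFP+ (hi) cells. The larger difference thus lay in the reference. *Col2a1*, a cartilage collagen gene, took 13.7 to 24.1% of the counts in bone GFP- and at most 0.84% in bone chip GFP- libraries. Whether cartilage cells in the bone reference account for the falls in bone was not tested.
The bone chip call of *Trib3* ended without GFP+ (hi) replicate 1 (adjusted p = 0.0940), without GFP+ (hi) replicate 2 (0.106), without GFP- replicate 1 (0.0725) and without GFP- replicate 3 (0.0626), within 1.3e-04 to 0.106 over its alternatives, and the bone call of *Herpud1* ended without GFP+ (hi) replicate 2 (0.0604, within 0.00133 to 0.0604).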

**Figure 1:**
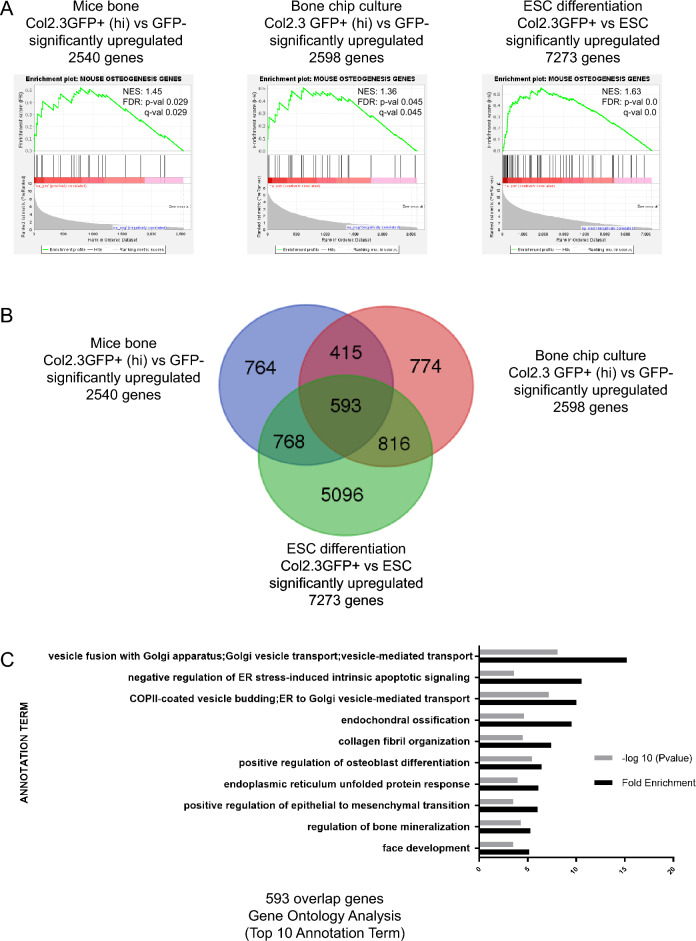
Genes involved in vesicle trafficking are enriched in transcriptomes of mature osteoblasts. (**A**) Gene set enrichment analysis (GSEA) shows significantly upregulated genes in Col2.3GFP^+^ population are enriched in osteogenesis gene set. (**B**) 593 overlapping genes that highly enriched in Col2.3GFP^+^ osteoblasts from all three resources are identified. (**C**) Gene Ontology Analysis shows that the top 3 annotation terms are all associated with ER and Golgi vesicle transport.

### Transient knockdown of vesicle trafficking genes increases MC3T3-E1 pre-osteoblast osteogenic differentiation and mineralized nodule formation

A total of 57 vesicle trafficking genes are included in the top 3 annotation terms (Supplementary File: Vesicle trafficking gene lists). 

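Of the 57 listed genes, 53 were higher in all 3 sources here. In bone 54 were higher (56 when adjusted over the list alone), in bone chips 56 (56) and in ESC-OB 56 (56), and none was lower in any of them. Since the list was drawn from these libraries, these counts are not independent evidence of its direction. The median log2 fold changes were 0.99, 0.77 and 1.69.
By annotation, 22 of 24 genes of Golgi vesicle transport, 13 of 14 of ER to Golgi transport, 5 of 5 of COPII-coated vesicle budding, 4 of 4 of vesicle fusion with the Golgi apparatus and 5 of 5 that hold back apoptosis under ER stress were higher in every source. The 4 genes that were not are *Golga4*, *Rab3d*, *Stx17* and *Leprot*. *Golga4*, a golgin of the trans-Golgi network, had a log2 fold change of 0.34 (SE 0.16, adjusted p = 0.0797) in ESC-OB and was called in the other 2 sources. *Rab3d*, a GTPase of secretory granules, had 1.05 (SE 0.40, adjusted p = 0.0577) in bone, and *Stx17*, a SNARE of the ER and of autophagosomes, 0.73 (SE 0.26, adjusted p = 0.0502) in bone. *Leprot*, which shares its locus with the leptin receptor, had -0.24 (SE 0.14, adjusted p = 0.201) in bone and 0.15 (SE 0.08, adjusted p = 0.178) in bone chips. *Rab3d* rose in bone chips (2.00) and ESC-OB (5.44), *Stx17* in bone chips (0.43) and ESC-OB (2.02), and *Leprot* in ESC-OB (1.33).
The paper reasons that genes shared by the 3 sources would select for osteogenic candidates, and it states that the annotations of the shared genes prompted its focus on vesicle trafficking.
Over their alternatives the adjusted p ranged from 0.0117 to 0.316 for *Golga4* in ESC-OB, which was called with DESeq2 (0.0236), RLE factors (0.0368), upper-quartile factors (0.0368) and the joint fit (0.0257) and without ESC-OB GFP+ replicate 1 (0.0354), 2 (0.0117) or 3 (0.0498). For *Rab3d* in bone it ranged from 0.00812 to 0.200, with calls from DESeq2 (0.0461) and the joint fit (0.00812) and without GFP+ (hi) replicate 3 (0.0361) or GFP- replicate 1 (0.0211). For *Stx17* it ranged from 1.0e-03 to 0.125 in bone, called with a filter at 1 CPM (0.0471), with the joint fit (1.0e-03) and without GFP- replicate 2 (0.0339), and from 0.00613 to 0.0914 in bone chips, where the joint fit and thinned libraries ended the call.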

We selected 22 trafficking genes that have not been well characterized in bone with relatively high expression reads to perform siRNA knockdown in MC3T3-E1 pre-osteoblast cells. 

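The listed trafficking genes had a higher median level than the genes tested in each GFP+ population. In bone GFP+ (hi) cells the 57 genes had a median of 78.6 CPM, against 11.1 for the genes tested; in bone chip GFP+ (hi) cells the medians were 66.5 and 15.6, and in ESC-OB GFP+ cells 96.3 and 21.8, each source being normalized apart from the others. For the 15 genes of the list that the paper follows in MC3T3-E1 cells, a line of mouse pre-osteoblasts, the medians were 116, 88.7 and 130.0. *Arf4*, a small GTPase that recruits coats to the Golgi, was the highest of them in every source, and the lowest were *Pacs1* in bone (26.1 ± 2.78, SD, n = 3) and *Bet1* in bone chips (28.5 ± 1.46) and ESC-OB (26.1 ± 4.51).
Of these 15 genes, 15 were higher in bone, 15 in bone chips and 14 in ESC-OB (15, 15 and 14 when adjusted over the list alone); as the study picked them from these libraries, the counts are not independent evidence of their direction. *Ramp1*, a partner of the calcitonin receptor-like receptor, had a log2 fold change of 3.91 (SE 0.25, adjusted p = 3.1e-06) in bone and 3.46 (SE 0.17, adjusted p = 3.0e-05) in bone chips, and was at least 284-fold higher in ESC-OB. *Aplp1*, a relative of the amyloid precursor protein, rose by 4.42 ± 0.50, 2.23 ± 0.26 and 1.12 ± 0.20, and *Myo18a*, a myosin that binds *Golph3* at the Golgi, by 2.33 ± 0.33, 0.85 ± 0.18 and 1.01 ± 0.22. *Cog6*, a subunit of the Golgi tethering complex COG, rose by 0.98 ± 0.22, 0.93 ± 0.10 and 1.19 ± 0.20, and *Pacs1*, a sorting adaptor, by 0.99 ± 0.21, 0.62 ± 0.12 and 1.58 ± 0.21. *Gosr2* (0.53, 0.43 and 0.88) and *Stx5a* (0.67, 0.36 and 2.32) are SNAREs of the Golgi. *Bet1*, a SNARE of ER-derived vesicles, rose by 1.32, 0.82 and 1.11, *Preb*, the exchange factor that starts COPII assembly, by 0.99, 0.71 and 1.19, and the golgin *Golga2* by 0.94, 0.66 and 0.94. *Rab2a* (0.65, 0.52 and 1.94) and *Arf4* (0.61, 0.49 and 2.14) are GTPases of the early secretory pathway.
*Golph3*, a Golgi phosphoprotein, rose by 0.41 ± 0.14 in bone (adjusted p = 0.0359), 1.13 ± 0.10 in bone chips and 1.05 ± 0.15 in ESC-OB. Its bone call ended without GFP+ (hi) replicate 1 (0.131), without GFP+ (hi) replicate 2 (0.119), without GFP- replicate 1 (0.0616) and without GFP- replicate 3 (0.0603) and with upper-quartile factors (0.0679), the replicate block (0.0688) and libraries thinned to the smallest (0.0845), the adjusted p ranging from 0.00117 to 0.131, and that of *Gosr2* ended without GFP+ (hi) replicate 2 (0.0507, within 2.7e-04 to 0.0507).

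**Figure D2:**
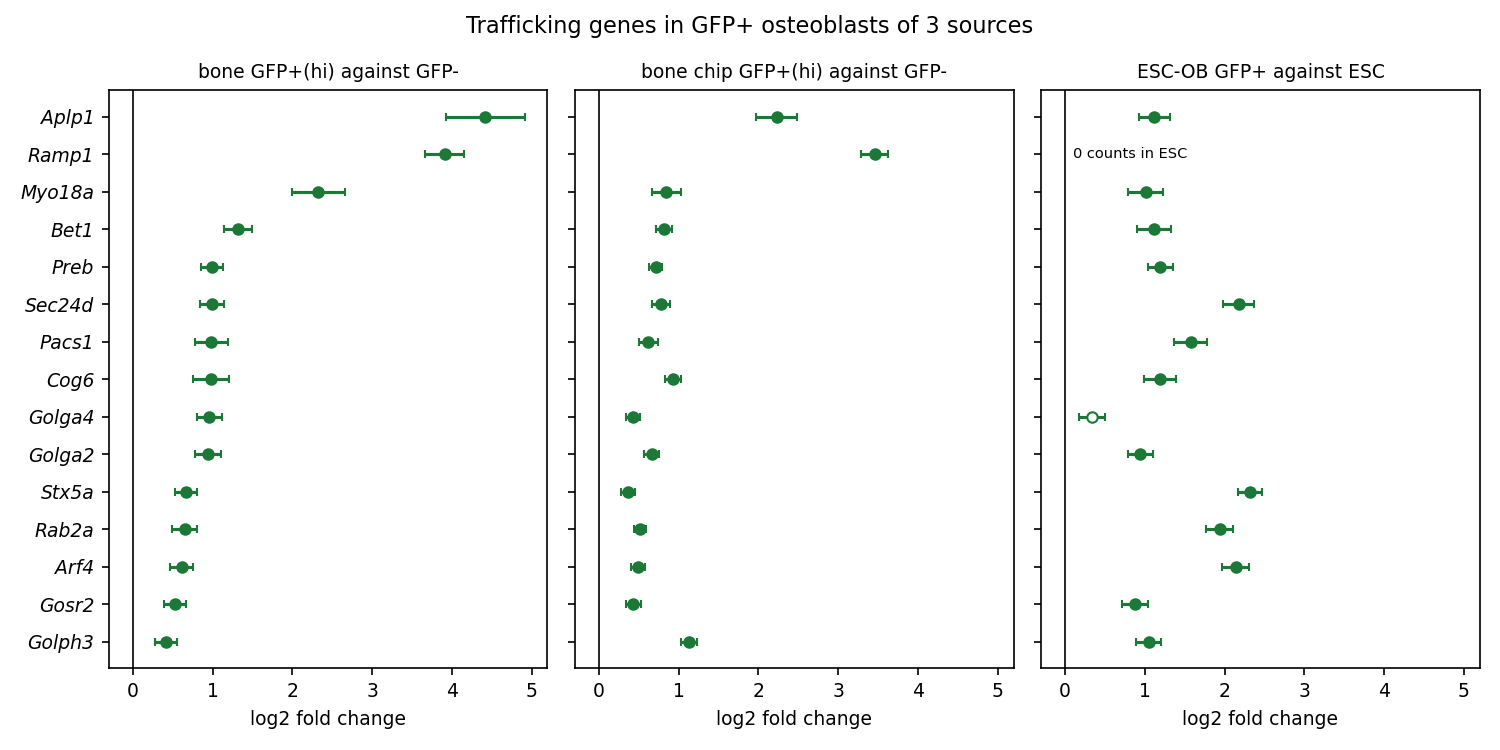
Log2 fold changes, with standard errors, of 15 trafficking genes between the GFP+ population and its reference, with 1 panel for each source (n = 3 libraries per group). Open circles mark genes not called (*Golga4* in ESC-OB), and *Ramp1* has no point there since ESC had 0 counts.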

Interestingly we found that knockdown of 15 trafficking genes (*Sec24d*, *Aplp1*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Golph3*, *Golga2*, *Arf4*, *Ramp1*, *Golga4*, *Cog6*, *Myo18a* and *Pacs1*) significantly increased mineralized nodule formation by Alizarin Red S staining (Fig. 2A), confirmed by Von Kossa staining (Fig. 2B). Alkaline phosphatase activity was mildly increased by knockdown of several trafficking genes (Supplementary Fig. S2). Expression of osteoblast gene markers (*e.g*., *Ibsp* and/or *Bglap*) was also significantly increased with knockdown of these 15 trafficking genes, except for *Golga2* (Fig. 3). Knockdown efficiency was confirmed by qPCR (Supplementary Fig. S3). mRNA levels of these trafficking genes increased during osteogenic differentiation (Supplementary Fig. S4), consistent with a potential role in osteoblast differentiation and mineralized nodule formation.

**Figure 2:**
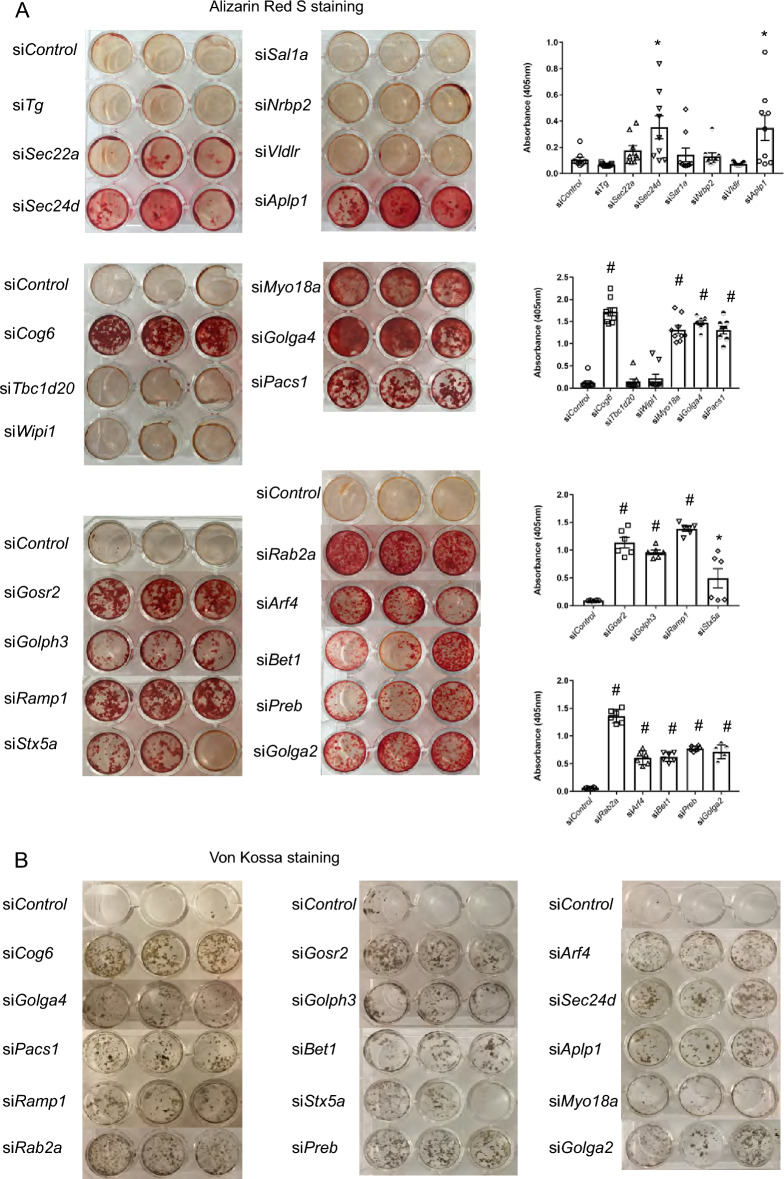
Transient knockdown of vesicle trafficking genes increases mineralized nodule formation in MC3T3-E1 osteogenic differentiation. (**A**) Ten days after osteogenic differentiation, representative Alizarin red S (**A**) and Von Kossa staining (**B**) images in control and trafficking gene knockdown MC3T3-E1 osteoblast differentiation. All data represent with scatter plot with mean ± SD (N = 6–9; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to si*Control*).

**Figure 3:**
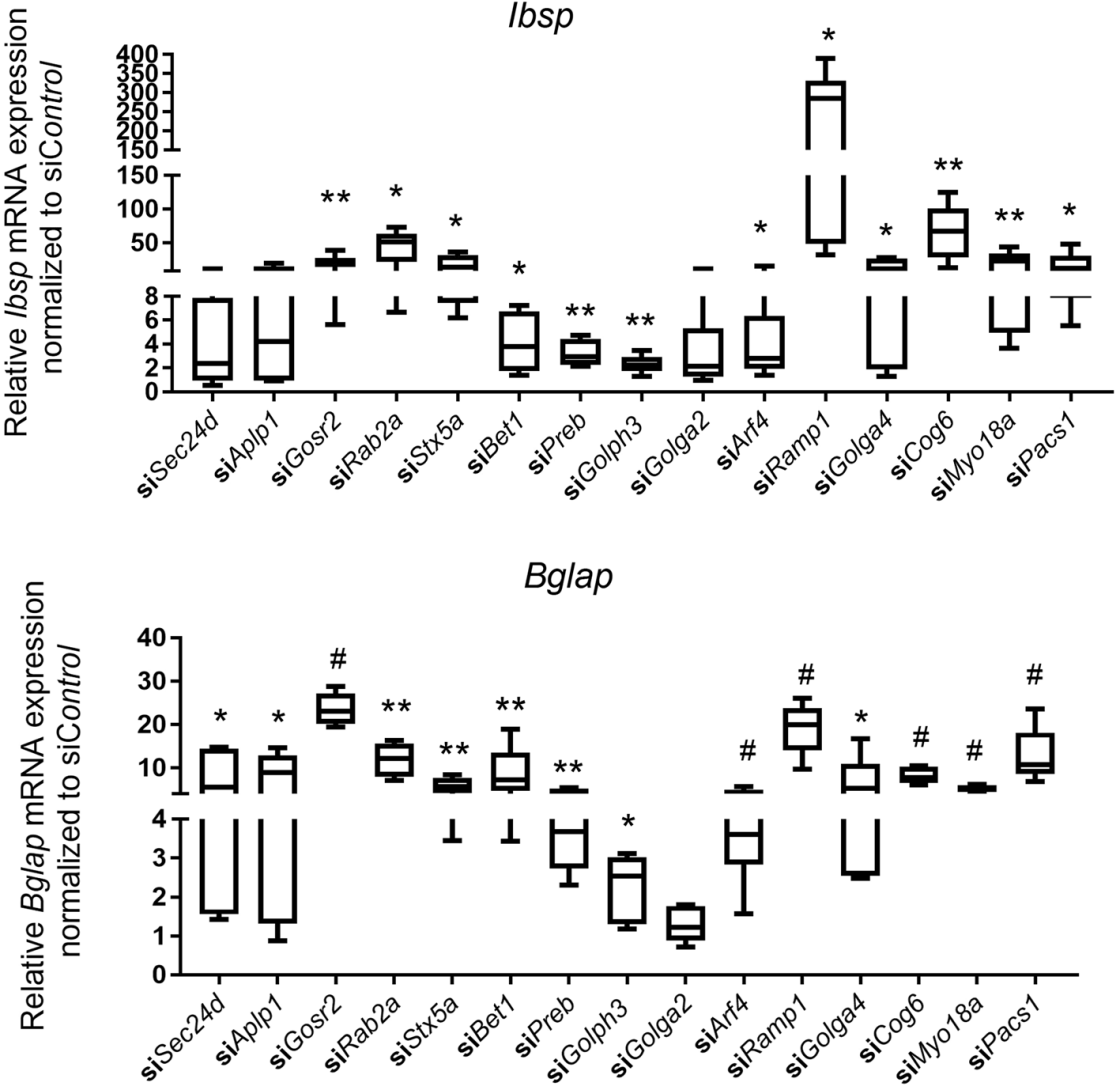
Transient knockdown of vesicle trafficking genes increases osteoblast marker expression in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, relative *Ibsp* and *Bglap* mRNA expression in control and trafficking gene knockdown MC3T3-E1 osteoblast differentiation were analyzed by qRT-PCR. Y axes show relative *Ibsp* and *Bglap* mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with box-whiskers plot (N = 6–9; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to si*Control*).

Osteoblasts secrete large amounts of collagen, especially type I collagen, into the extracellular matrix where they assemble into fibers forming a scaffold for the deposition of hydroxyapatite. We examined collagen gene expression in cells with knockdown of trafficking genes. With the exception of *Preb*, *Golga2*, *Golga 4*, and *Myo18a* knockdown in which *Col1a1*, *Col1a2*, *Col4a1* or *Col4a2* mRNA levels significantly increased, knockdown of most trafficking genes did not significantly increase expression of *Col1a1, Col1a2*, *Col4a1* and *Col4a2* (Supplementary Fig. S5).

### Expression of prolyl 4-hydroxylase subunits increases with vesicle trafficking gene knockdown

Since these trafficking genes encode ER- and/or Golgi-associated proteins that participate in vesicular transport, we examined whether knockdown of these trafficking genes affected ER homeostasis. We found that expression of at least one of the ER stress sensors (*Xbps1*, *GRP78/Bip* and *Chop*) was significantly increased with knockdown of *Sec24d*, *Aplp1*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Golga4*, *Cog6* or *Pacs1* (Fig. 4). Disruption of ER homeostasis may lead to accumulation of misfolded proteins and the unfolded protein response^12,13^.

**Figure 4:**
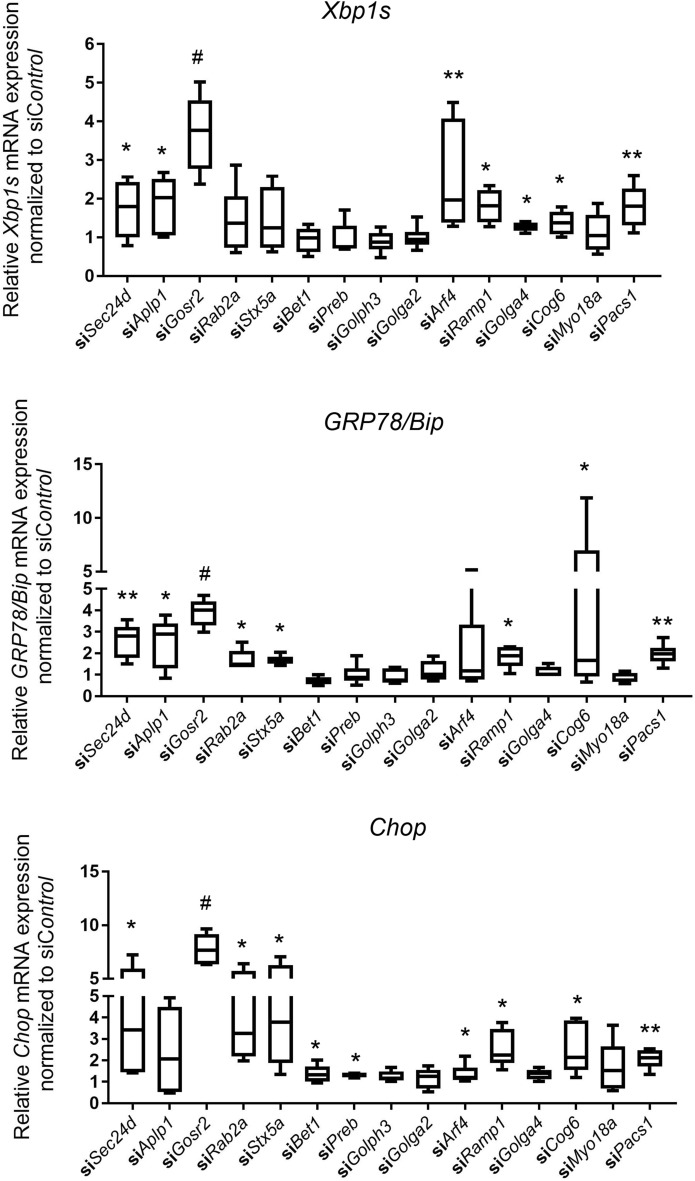
Transient knockdown of vesicle trafficking genes increases ER stress sensor gene expression in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, relative *Xbp1s*, *GRP78/Bip* and *Chop* mRNA expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation were analyzed by qRT-PCR. Y axes show relative *Xbp1s*, *GRP78/Bip* and *Chop* mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with box-whiskers plot (N = 6–9; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to si*Control*).

Hypermineralization is a hallmark of some forms of osteogenesis imperfecta (OI), the result of collagen over-modification during prolonged helical folding resulting in increased space for mineral crystal deposition between collagen molecules^14^. It has also been shown that metabolically regulated collagen modification (*e.g*., proline and lysine hydroxylation on collagen) renders the cartilaginous matrix more resistant to protease mediated degradation and thereby increases bone mass^15^. We examined expression of genes encoding several collagen-modifying enzymes including collagen prolyl 3-hydroxylase (P3H), prolyl 4-hydroxylase subunit alpha (P4HA, which forms tetramers with β subunit protein disulfide isomerase (PDI)), and lysine hydroxylases (PLOD) in MC3T3-E1 pre-osteoblast cells with knockdown of trafficking genes. Interestingly, we found that expression of at least one of collagen modifying isoenzyme was significantly increased with knockdown of 12 trafficking genes (*Sec24d*, *Aplp1*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Cog6*, *Myo18a* and *Pacs1*) (Fig. 5A, Supplementary Fig. S6 and S7). Expression of one or both collagen prolyl 3-hydroxylase (*P3h*) isoenzymes was significantly increased with knockdown of *Aplp1*, *Arf4*, *Myo 18a* and *Pacs1*. Expression of at least one of the lysine hydroxylases (*Plod*) isoenzymes was significantly increased with knockdown of *Sec24d*, *Gosr2*, *Bet1*, *Arf4* and *Pacs1*. Notably, expression of *P4ha1* and/or *P4ha2,* which encode prolyl 4-hydroxylase subunit alpha (P4HA) was significantly increased with knockdown of 10 trafficking genes (*Sec24d*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1*). Prolyl 4-hydroxylase plays a central role in collagen synthesis as 4-hydroxyproline residues are essential for the formation of triple helical molecules in vivo^16^. Therefore, we focused on *P4ha1* and *P4ha2* for further study.

**Figure 5:**
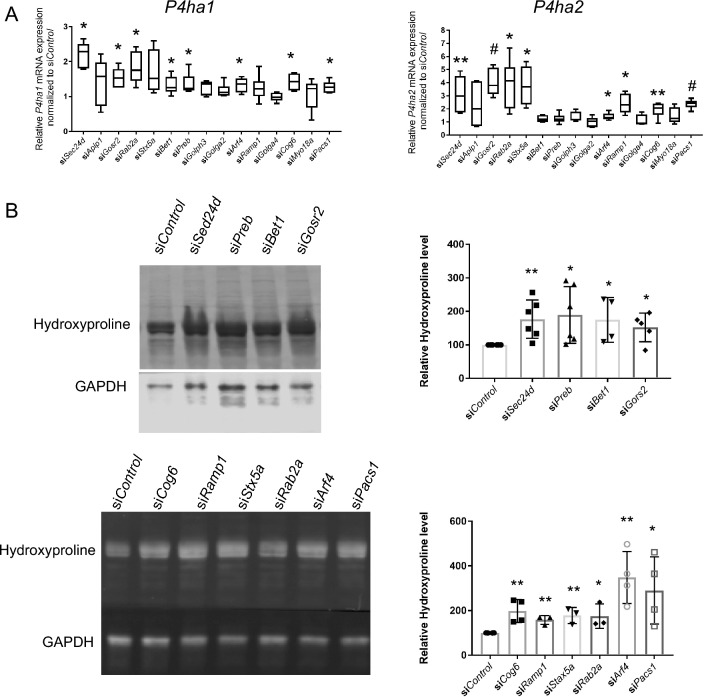
Expression of prolyl 4-hydroxylase subunit alpha *P4ha* gene and hydroxyproline protein level increase with vesicle trafficking gene knockdown in MC3T3-E1 osteogenic differentiation. (**A**) Ten days after osteogenic differentiation, relative *P4ha1* and *P4ha2* mRNA expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation were analyzed by qRT-PCR. Y axes show relative *P4ha1* and *P4ha2* mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with box-whiskers plot (N = 6–9; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to si*Control*). (**B**) Ten days after osteogenic differentiation, Western-blot analysis shows Hydroxyproline and GAPDH protein expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation. Full gel blots are included in Supplementary Fig. S11. All data represent with scatter plots with mean ± SD (N = 3–6; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to si*Control*).

### Concurrent knockdown of *P4ha1/P4ha2* rescues increased mineralized nodule formation associated with knockdown of vesicle trafficking genes

We examined total intracellular hydroxyproline protein levels and found they were significantly increased with knockdown of *Sec24d*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* trafficking genes during osteogenic differentiation (Fig. 5B). To determine whether increased *P4ha* expression contributed to increased mineralized nodule formation with knockdown of trafficking genes, we performed concurrent siRNA knockdown of *P4ha1* or *P4ha2* with *Sec24d*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Arf4*, *Ramp1*, *Cog6* or *Pacs1* trafficking genes. Knockdown of *P4ha1* and *P4ha2* was confirmed by significantly decreased P4HA1 and P4HA2 protein levels (Supplementary Fig. S8). Concurrent knockdown of *P4ha1* rescued the increased nodule formation phenotype associated with knockdown of *Gosr2*, *Rab2a*, *Bet1*, *Arf4*, *Cog6* and *Pacs1* trafficking genes (Fig. 6A*)*. Concurrent knockdown of *P4ha2* rescued the increased nodule formation phenotype associated with knockdown of *Gosr2*, *Rab2a*, *Stx5a*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* trafficking genes (Fig. 6B). These data suggest a role for prolyl 4-hydroxylation in the increased mineralized nodule formation results with knockdown of *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* trafficking genes. Of note, neither osteoblast marker nor ER stress genes were significantly affected by concurrent knockdown *P4ha1* or *P4ha2* with *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* (Supplementary Fig. S9), suggesting that prolyl 4-hydroxylation is directly involved in mineralized nodule formation rather than osteoblast differentiation and/or ER stress.

**Figure 6:**
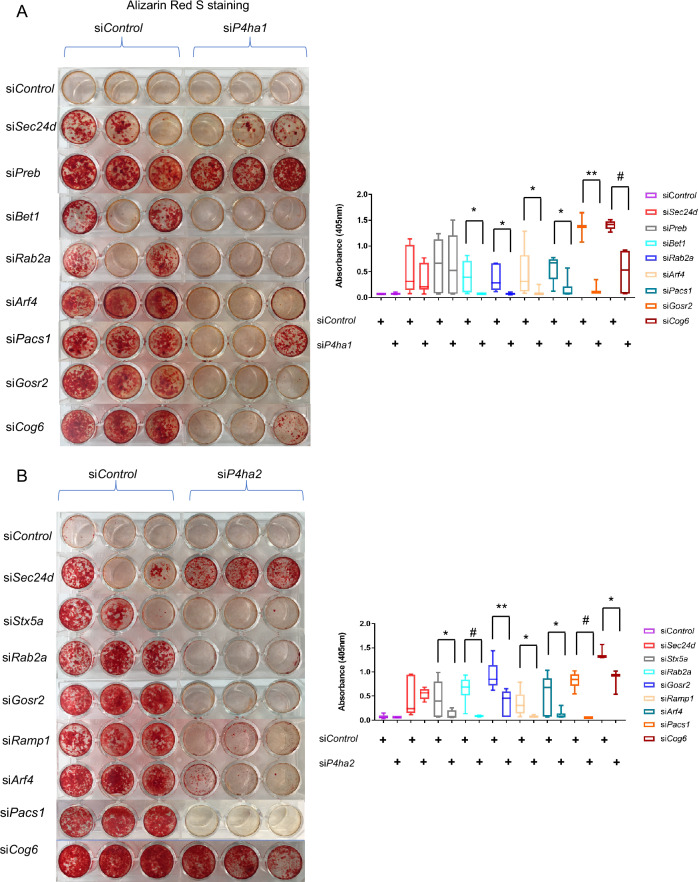
Concurrent knockdown of *P4ha1/P4ha2* rescues increased mineralized nodule formation associated with knockdown of vesicle trafficking genes. Ten days after osteogenic differentiation, representative Alizarin red S staining images and quantification analysis in control and trafficking genes with/without concurrent knockdown of *P4ha1* (**A**) and *P4ha2* (**B**) MC3T3-E1 cell differentiation. All data represent with box-whiskers plot (N = 6–9; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001).

### Vesicle trafficking gene knockdown increases mineralized nodule formation in vivo

To examine the effects of vesicle trafficking gene knockdown on mineralized nodule formation in vivo, we knocked down *Gosr2*, *Arf4*, *Cog6* and *Pacs1* (selected for the most consistency of in vitro phenotypes) with and without concurrent knockdown of *P4ha2* in MC3T3-E1 pre-osteoblasts, which were mixed with Matrigel and implanted subcutaneously into immunodeficient mice. Mice were euthanized at 8 weeks and implants were analyzed by X-ray and micro-CT. The number of mineralized nodules formed was significantly higher with knockdown of *Gosr2*, *Arf4*, *Cog6* or *Pacs1* compared to control (Fig. 7A, B). While concurrent knockdown of *P4ha2* did not significantly reduce the numbers of mineralized nodules compared to knockdown of *Gosr2*, *Arf4*, *Cog6* or *Pacs1* alone, mineralized lump volume and micro-CT total intensity were significantly decreased (Fig. 7C). We confirmed mineralization by histological analysis of nodules stained with Alizarin Red S and Von Kossa (Fig. 7D). Collectively, these data suggest that knockdown of vesicle trafficking gene *Gosr2*, *Arf4*, *Cog6* and *Pacs1* increases mineralized nodule formation in vivo in a *P4ha2*-dependent manner.

**Figure 7:**
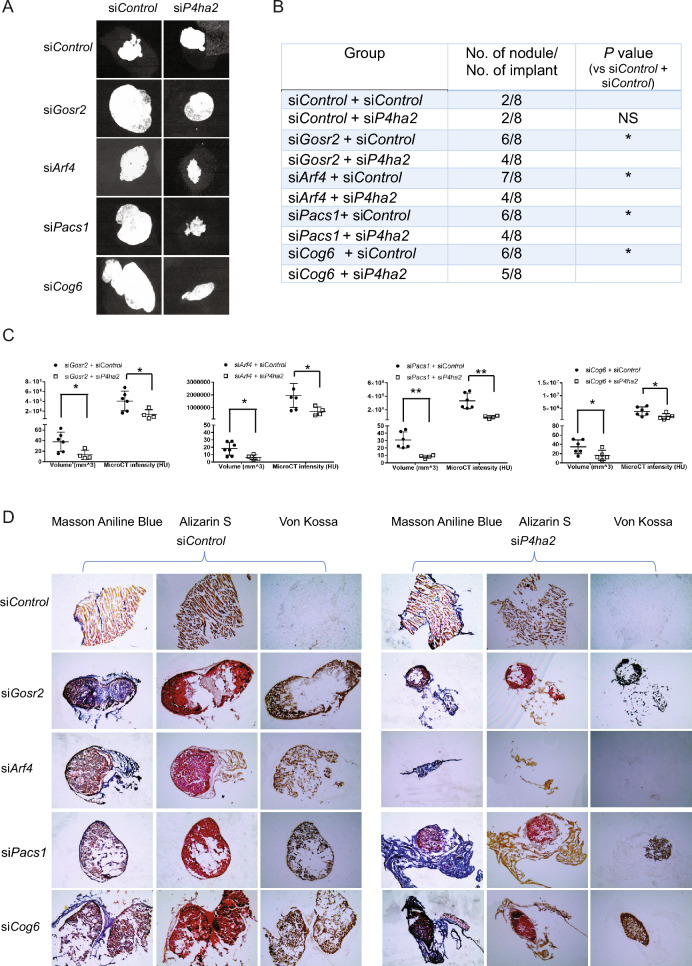
Vesicle trafficking gene depletion increases mineralized nodule formation in vivo*.* MC3T3-E1 cells transfected with Control siRNA, trafficking gene siRNA with/without *P4ha2* siRNA and Matrigel mixtures were subcutaneously injected into immunodeficient mice. Eight weeks later, mice were euthanized and dissected. (**A**) Representative micro-CT X-ray images of explanted nodules show significant mineralized structure in each cell group of implants. (**B**) Incidences of mineralized nodule formation in each group. *P < 0.05; Z proportion score. (**C**) Quantification of mineralized nodule volume and micro-CT total intensity in each group. All data represent with interleaved scatter plots with mean ± SD (multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001). (**D**) Serial cryosections were made in each explanted cell nodules. Mineralized structures were visualized using Alizarin red S and Von Kossa staining. Newly formed mineralized structures were visualized by Aniline Blue staining.

### ***Cog6***^−/−^ and ***Pacs1***^−/−^ MC3T3-E1 cells exhibit increased osteogenic differentiation and mineralized nodule formation

siRNA-mediated knockdown of trafficking genes is transient. To test the effects of permanent deletion of vesicle trafficking genes and further study the mechanisms underlying increased mineralized nodule formation, we generated loss-of-function mutations in the *Cog*6 and *Pacs1* genes used CRISPR-mediated editing. mRNA analysis confirmed the decreased mRNA in *Cog6*^**−/−**^ and *Pacs1*^**−/−**^ MC3T3-E1 CRISPR lines compared to control CRISPR line (Supplementary Fig. S10A). Deletion of *Cog6* or *Pacs1* had no effect on cell proliferation (Supplementary Fig. S10B). Congruent with transient siRNA knockdown results, *Cog6*^**−/−**^ and *Pacs1*^**−/−**^ MC3T3-E1 CRISPR lines displayed increased mineralized nodule formation compared to control CRISPR line subjected to osteogenesis (Fig. 8A and 8B). Expression of osteogenic markers *Ibsp* and *Bglap* were significantly higher compared to control CRISPR line, suggesting accelerated osteogenic differentiation (Fig. 8C). This data validates that lack of vesicle trafficking genes *Cog6* or *Pacs1* accelerated osteogenic differentiation and mineralized nodule formation in MC3T3 pre-osteoblasts.

**Figure 8:**
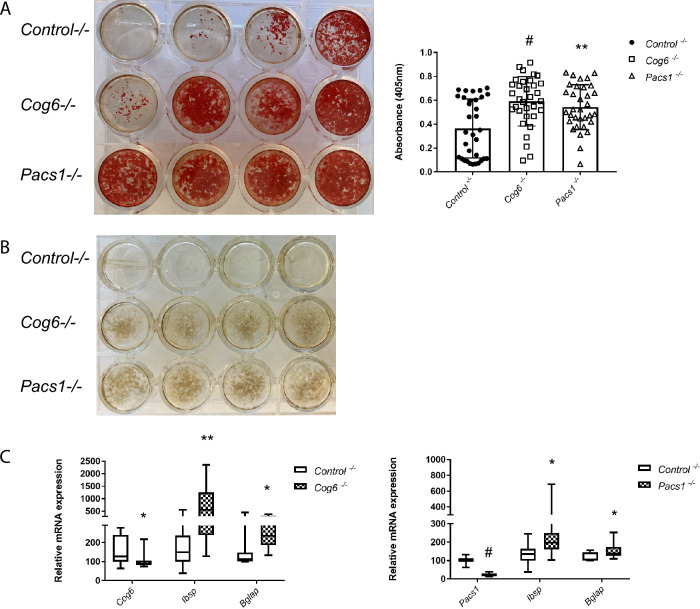
*Cog6*^**−**/**−**^ and *Pacs1*^**−**/**−**^ MC3T3-E1 cells exhibit increased osteogenic differentiation and mineralized nodule formation. *Cog6*^**−**/**−**^, *Pacs1*^**−**/**−**^ MC3T3-E1 CRISPR lines and control CRISPR line were subjected to osteogenesis for ten days. (**A**) Representative Alizarin red S staining images and quantification analysis in control and *Cog6*^**−/−**^**,** *Pacs1*^**−/−**^ CRISPR line differentiation. All data represent with scatter plots with mean ± SD (N = 33; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001). (**B**) Von Kossa staining in control and *Cog6*^**−/−**^**,** *Pacs1*^**−/−**^ CRISPR line differentiation. (**C**) qRT-PCR analysis shows relative *Ibsp* and *Bglap* mRNA expression in control and *Cog6*^**−/−**^**,** *Pacs1*^**−/−**^ CRISPR line differentiation. All data represent with box-whiskers plot (N = 11–13; multiple *t* test; *P < 0.05; **P < 0.01; ^#^*P* < 0.001; relative to *Control*^**−/−**^).

## Discussion

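*Ibsp* encodes bone sialoprotein, a matrix protein that nucleates mineral, and lies on chromosome 5 from 104728190 to 104740488 of mm9. Its log2 fold change was 3.64 (SE 0.24, adjusted p = 3.8e-06) in bone (n = 3 libraries per group) and 4.49 (SE 0.27, adjusted p = 5.0e-05) in bone chips, and it was at least 5080.0-fold higher in ESC-OB GFP+ cells, ESC having no counts. The ESC-OB GFP+ libraries differed widely, with 0.587, 1378 and 243 CPM of *Ibsp*. *Bglap*, which encodes osteocalcin, lies on chromosome 3 from 88187423 to 88188386 beside its near-identical paralog *Bglap2*, so that reads may be shared between them and their values are uncertain. *Bglap* rose by 9.37 (SE 0.32, adjusted p = 1.3e-07) in bone and 3.82 (SE 0.42, adjusted p = 5.3e-04) in bone chips, and *Bglap2* by 9.05 and 3.53. In ESC-OB GFP+ cells *Bglap* had 33 counts over 3 libraries, 29 of them in replicate 2, and none in ESC (at least 4.61-fold higher). It lay under the filter on low counts and was not tested.
Among the transcription factors, *Runx2* (chromosome 17 from 44632936 to 44951746) rose by 1.67 (SE 0.17, adjusted p = 4.7e-05) in bone and 1.30 (SE 0.11, adjusted p = 1.7e-04) in bone chips and was 219 (95% counting interval 60.7 to 1810.0) times as high in ESC-OB as in ESC. *Sp7*, which encodes osterix (chromosome 15 from 102187040 to 102197285), rose by 2.87 (SE 0.18, adjusted p = 2.8e-06) and 2.42 (SE 0.17, adjusted p = 8.6e-05); it stood at 0.162 ± 0.144 CPM in ESC and 2.23 ± 2.74 in ESC-OB GFP+ cells and was not tested there. *Dlx5* (chromosome 6 from 6827805 to 6832085), a homeobox gene upstream of osterix, rose by 1.71 (SE 0.18, adjusted p = 7.8e-05) in bone and 1.17 (SE 0.16, adjusted p = 0.00130) in bone chips. It had 0.578 ± 0.741 CPM in ESC-OB GFP+ cells, 39 counts in all and at least 5.44-fold above ESC, and was not tested there either.
*Sec24d*, a COPII subunit that picks cargo at the ER (chromosome 3 from 122970414 to 123068553), went from 231 ± 16.4 CPM in GFP- cells to 461 ± 55.0 in GFP+ (hi) cells of bone (SD, n = 3), from 168 ± 16.2 to 288 ± 26.1 in bone chips and from 43.6 ± 9.16 in ESC to 197 ± 22.8 in ESC-OB. These are log2 fold changes of 0.99 (SE 0.15, adjusted p = 7.3e-04), 0.77 (SE 0.11, adjusted p = 0.00166) and 2.18 (SE 0.19, adjusted p = 2.0e-06). *Creb3l1*, which encodes OASIS (chromosome 2 from 91822485 to 91864659), rose by 3.10 (SE 0.22, adjusted p = 7.1e-06), 2.39 (SE 0.13, adjusted p = 4.1e-05) and 5.74 (SE 0.25, adjusted p = 1.8e-08).
*Ibsp*, *Runx2*, *Sec24d* and *Creb3l1* were thus higher in all 3 comparisons. Under alternatives, *Sp7* was called in ESC-OB with DESeq2 (adjusted p = 0.00593), no filter (0.00840) and the joint fit (0.00777). It was not called there without ESC replicate 2 (0.0606). *Dlx5* was called there with no filter (0.0340) and the joint fit (0.0172) but not with DESeq2 (0.0769). *Bglap* was called with no filter (0.0345) but not with DESeq2 (0.0660) or the joint fit (0.0560). The bone chip call of *Dlx5* ended when all 18 libraries were fitted together (adjusted p = 0.0967, within 1.6e-06 to 0.0967 over its alternatives).

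**Figure D3:**
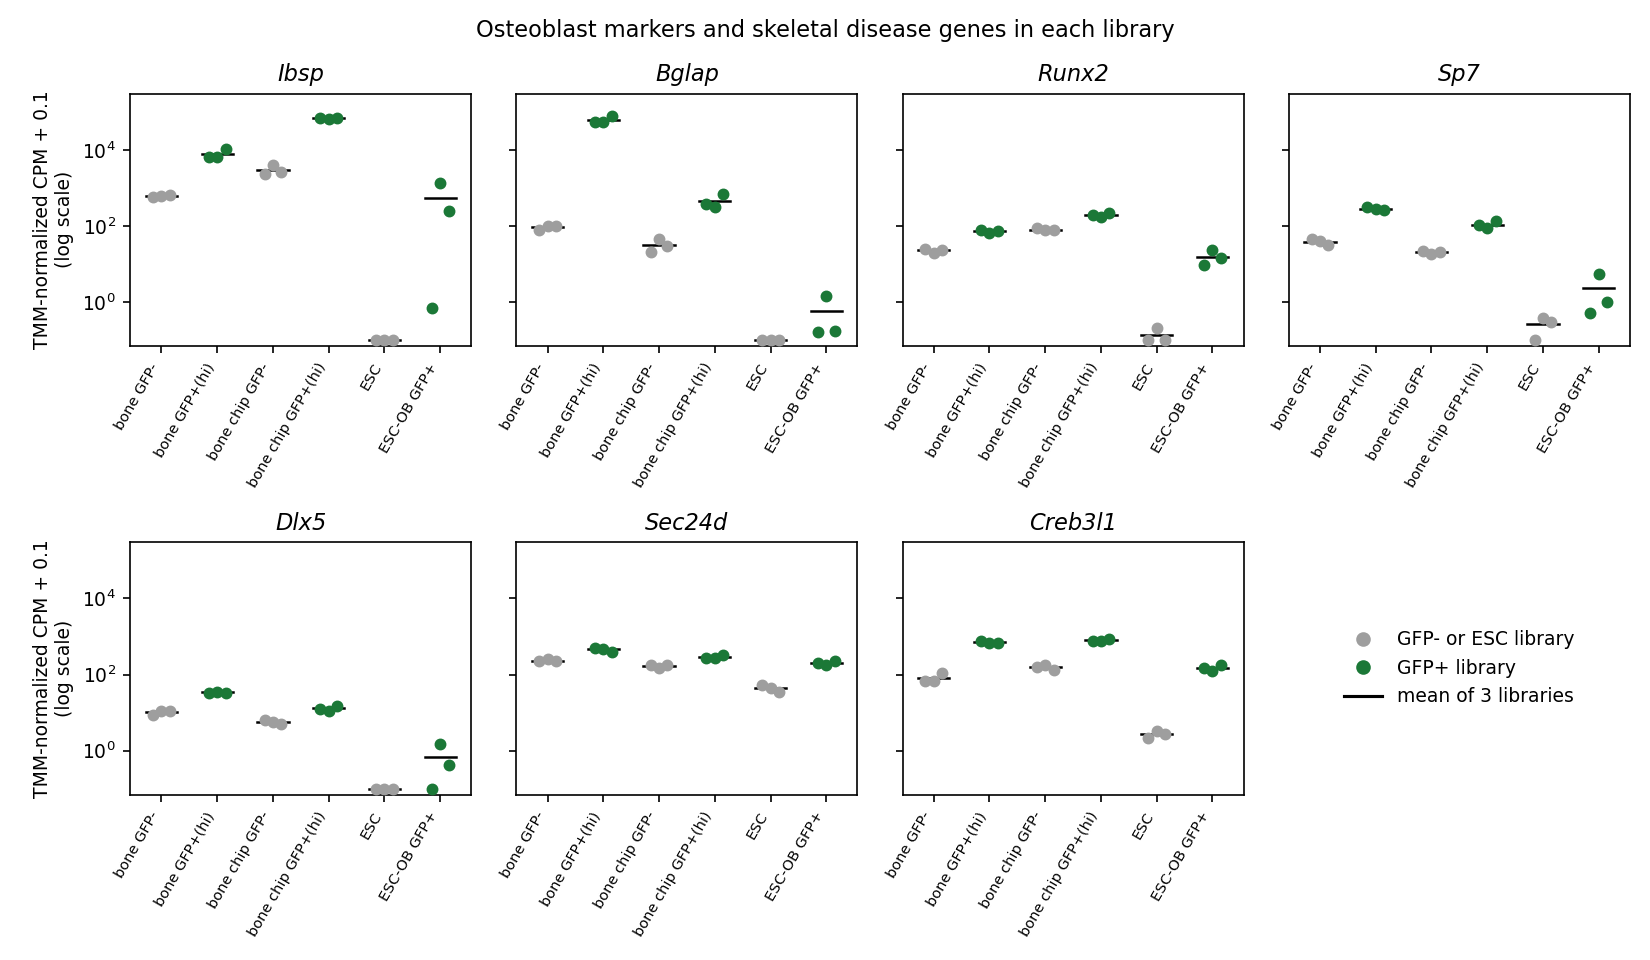
CPM, TMM-normalized within each source and plotted on a log scale after 0.1 was added, of 7 genes in 6 populations, with 1 point per library (3 per population) and lines at the means. Replicate 1 of ESC-OB GFP+ lies far below replicates 2 and 3 for *Ibsp*.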

By performing RNA-sequencing on three sources of Col2.3GFP^+^ maturing osteoblasts, we identified 593 overlapping genes that are enriched among osteoblasts including genes encoding osteogenic markers (e.g., *Ibsp*, *Bglap*), osteogenic transcription factors (e.g., *Runx2*, *Sp7, Dlx5*) as well as genes in which mutations have been associated with skeletal defects (e.g., *Sec24d*, *Creb3l1*). Of note, the top three gene annotation terms were all related to vesicle mediated ER/Golgi transport.

We found that transient siRNA knockdown of 15 trafficking genes (*Sec24d*, *Aplp1*, *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Preb*, *Golph3*, *Golga2*, *Arf4*, *Ramp1*, *Golga4*, *Cog6*, *Myo18a* and *Pacs1*) increased mineralized nodule formation and osteoblast marker gene expression. Vesicle trafficking proteins are responsible for cargo selection, transportation, and secretion^2^. Disruption of vesicle trafficking gene expression and function can lead to the unfolded protein response, delayed collagen folding, prolonged collagen transportation, and increased collagen modification. In OI type I less than 50% of collagen is produced in an environment with a normal level of lysyl hydroxylating enzymes which results in an increased enzyme to collagen ratio and subsequent higher levels of hydroxylation and glycosylation as well^14^. Also, proline hydroxylation enhances the stability of the collagen triple helices and lysine modifications increase crosslinking^16^. In OI increased hydroxylation and glycosylation of collagen leads to greater distance between collagen molecules within the fibril. As a result of this steric hinderance more crystals can be deposited within collagen fibrils, leading to hypermineralization^14^. Increased expression of ER stress markers associated with knockdown of *Gosr2*, *Rab2a*, *Arf4*, *Cog6*, *Pacs1*, *Bet1*, *Stx5a* or *Ramp1* suggest that ER homeostasis may have been disrupted. It has been shown that increased matrix deposition during endochondral ossification is associated with activation of endoplasmic reticulum stress sensors, which in turn changed the availability of the metabolic substrates and further increased gene expression levels of collagen-modifying enzymes including collagen prolyl hydroxylases, lysine hydroxylases and lysyl oxidase^15^. Therefore, one possible mechanism for the increased mineralized nodule formation seen with knockdown of trafficking genes *Gosr2*, *Rab2a*, *Arf4*, *Cog6*, *Pacs1*, *Bet1*, *Stx5a* or *Ramp1* might be due to enhanced prolyl 4-hydroxylation caused by increased *P4ha1* and/or *P4ha2* expression, which in turn increases the space available for mineral deposition among the extracellular matrix. Consistent with this mode, increased mineralized nodule formation resulting from knockdown of *Gosr2*, *Rab2a*, *Arf4*, *Cog6*, *Pacs1, Bet1, Stx5a* and *Ramp1* was associated with increased *P4ha1* and/or *P4ha2* expression, and double knockdown of these trafficking genes and *P4ha1* and/or *P4ha2* reduced mineralized nodule formation. In an ectopic bone formation model, knockdown of *Gosr2*, *Arf4*, *Cog6* and *Pacs1* increased mineralized nodule formation in vivo, while concurrent knockdown of *P4ha2* rescued this phenotype.

Additional collagen-modifying enzymes may also play a role. In particular, expression of prolyl 3-hydroxylase genes *P3h1* and/or *P3h2* was increased by knockdown of *Aplp1*, *Arf4*, *Myo18a* or *Pacs1* while expression of the lysine hydroxylase gene *Plod* was increased by knockdown of *Sec24d*, *Gosr2*, *Bet1*, *Arf4* or *Pacs1*. Of the 15 vesicle trafficking genes we identified that exhibited increased mineralized nodule formation upon transient knockdown, knockdown of *Golph3*, *Golga2 and Golga4* was not associated with increased *P4ha*, *P3h*, and *Plod* expression. Transient knockdown of trafficking genes was also associated with increased expression of osteoblast marker genes, suggesting enhanced osteoblast differentiation. Strikingly, double knockdown *P4ha1* or *P4ha2* with *Gosr2*, *Rab2a*, *Stx5a*, *Bet1*, *Arf4*, *Ramp1*, *Cog6* and *Pacs1* did not rescue increased osteoblast marker gene expression, suggesting that regulation of osteoblast differentiation by trafficking genes may be an independent mechanism contributing to mineralized nodule formation. Further investigation and elucidation of signal pathways and mechanisms involved in trafficking gene regulating osteoblast differentiation are important.

The specific function of each trafficking gene in osteoblast differentiation and function remains to be determined. Since siRNA-mediated knockdown is transient, we performed CRISPR/Cas-9-mediated gene editing to permanently knock down *Cog6*^**−/−**^ and *Pacs1*^**−/−**^ in MC3T3-E1 pre-osteoblasts and found that this similarly increases mineralized nodule formation and osteoblast marker gene expression in vitro*.*

We have further demonstrated that MC3T3 pre-osteoblasts with transient knockdown of *Gosr2*, *Arf4*, *Cog6* and *Pacs1* form more and larger ectopic bone nodules in vivo. However, conditional knockout models will be required to examine the role of trafficking genes in endogenous bone formation, and on bone mass, strength and quality. Cog6 (Component of Oligomeric Golgi Complex 6) belongs to the COG family which is an evolutionally conserved Golgi-associated tethering complex^17^. Cog6 is directly involved in both intra-Golgi and endosome to Golgi retrograde transport^18^. Interestingly, a recent mouse genome-wide association study (GWAS) identified a bone mineral density-associated locus containing *Cog6* and showed that *Cog6* was highly expressed both in bone and osteoblasts^19^. Pacs1 (Phosphofurin acidic cluster sorting protein 1) is a member of the trans-Golgi network (TGN) membrane protein family and directs the TGN localization of furin^20^. Pacs1 is critical for protein trafficking in vertebrates by binding to diverse cargo and trafficking machinery, including the adaptor protein-1 complex, to ensure the proper cytoplasmic localization of numerous proteins^21–23^. A function for Pacs1 in osteoblasts or bone has not been reported. Gosr2 (Golgi SNAP Receptor Complex Member 2) belongs to a group of SNARE (soluble N-ethylmaleimide-sensitive factor attachment protein receptor) proteins that are essential for budding, docking and fusion of COPII-coated vesicles during ER-Golgi membrane trafficking^24,25^. *Gosr2* gene was identified as a causative gene for progressive myoclonus epilepsy with distinct clinical features include scoliosis^26^. It has also been shown that Gosr2 forms complex with Stx5 and Bet1 and the complex are responsible for fusion of endoplasmic reticulum derived vesicles with the ER-Golgi intermediate compartment and the cis-Golgi^24,25,27^. Similar to knockdown of *Gosr2*, we also found increased osteogenic differentiation and mineralized nodule formation with knockdown of *Stx5, Bet1* and* Rab2a* in MC3T3-E1 pre-osteoblasts. Both Bet1 and Rab2a are members of the GTPase family and are involved in post-endocytic trafficking of membrane-bound MT1-MMP (MMP14, membrane type 1-matrix metalloproteinase), an essential metalloprotease for matrix remodeling, invasion, pericellular collagenolysis and skeletal/extraskeletal connective tissue modeling^28–30^. Arf4 (ADP Ribosylation Factor 4) is another vesicle trafficking protein belonging to GTPase family and functions an ADP-ribosyltransferase^31^. ARF4 regulates ciliary protein trafficking, dysfunction of which is a known cause of human genetic diseases and syndromic disorders known as ciliopathies^31–33^. Both *Rab2a* and *Arf4* are highly expressed in osteoblasts and bone (data from BioGPS, http://biogps.org/)^34^.

In summary, we identified a set of vesicle trafficking genes that are highly expressed in Col2.3GFP^+^ osteoblast lineage cells and play a role in osteoblast differentiation and mineralized nodule formation. Osteoblasts synthesize, transport, and secrete large amounts of bone matrix components including collagen, which is tightly regulated. Any dysregulation would cause inadequate or excessive mineralization of bones. Elucidation of the specific function of vesicle traffic genes involving in osteoblasts function raises the possibility of developing novel therapeutics for bone diseases designed to target this process.

## Methods

### Tissue culture and osteogenic differentiation

Generation, maintenance and differentiation of mouse Col2.3GFP ESCs were performed as previously described^9^. Bone chips were harvested from Col2.3GFP transgenic mice and subjected to osteogenic differentiation as previously described^35^.

The MC3T3-E1 pre-osteoblast cell line (passage 35–45) was kindly provided by the David Feldman laboratory (Stanford University). MC3T3-E1 cells were maintained in basal medium (αMEM, no ascorbic acid, cat A1049001; Thermo Fisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (FBS; Gemini Bio Products, CA) and 1% penicillin–streptomycin. For osteogenic differentiation, the basal medium was replaced by osteogenic medium (basal medium supplemented by 50 μg/mL ascorbic acid (Sigma, St. Louis, MO)). For mineralization assays, 10 mM β-glycerol phosphate (Sigma, St. Louis, MO) and 100 nM dexamethasone (Sigma, St. Louis, MO) were added to the osteogenic medium. Osteogenic medium was changed every three days.

### RNA interference

For transient knockdown target gene, siGENOME SMARTpool siRNA for specific target genes and non-Targeting siRNA for si*Control* were synthesized and purchased from Dharmacon, Inc. (Lafayette, CO). Cells were plated at a concentration of 1 X 10^4^ cells/well in 24-well plates and transfected with the siRNA using Lipofectamine RNAiMax transfection reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions on the following day after plating. 2.5 µl of 10 µM siRNA duplexes were mixed with 47.5 µl Opti-MEM (Thermo Fisher Scientific) and combined with 1 µl/well of transfection reagent and 49 µl Opti-MEM to a total volume of 100 µl and incubated for 20 min. After incubation, 100 µl siRNA-lipid complex were transfected to the adherent cells. Osteogenic differentiation was initiated with osteogenic medium on the second day after transfection. Transfected cells were analyzed at different time points.

### Von Kossa, Alizarin Red S and alkaline phosphatase staining

For Von Kossa staining, cells were rinsed twice with PBS and fixed in 10% formaldehyde for 10 min, then washed with double distilled water (DDW). Cells were incubated in 5% silver nitrate solution under UV light for 30 min, washed with DDW, rinsed with 5% sodium thiosulfate for 5 min to remove unreacted silver, washed again with DDW and stored in PBS. For Alizarin Red S staining cells were fixed and washed, stained with 2% Alizarin Red S solution for 20 min, then washed with DDW to remove unincorporated excess dye. For quantification of Alizarin Red S staining, following the wash in DDW cells were incubated in 10% Acetic acid with shaking for 30 min at room temperature. Cells were collected by cell scraper and transferred to microcentrifuge tubes, heated for 10 min at 85 °C, and then put on ice for 5 min. After centrifugation at 20,000 g for 15 min the supernatant was transferred to a new microcentrifuge tube. Upon addition of 10% Ammonium hydroxide, 50 µl aliquot was transferred to a microplate reader well and absorbance was measured at 405 nm. Alkaline phosphatase staining was performed by using Stemgent^®^ Alkaline Phosphatase Staining Kit II (Stemgent, San Diego, CA) according to the manufacturer’s instructions.

### Quantitative reverse transcription PCR (qPCR) and RNA-sequencing

RNA was extracted by using PureLink^®^ RNA Mini Kit (Invitrogen, Carlsbad, CA). RNA concentration and purity were measured by NanoDrop (Thermo Scientific, Wilmington, DE) and then used for reverse transcription using iScript Kit (Bio-Rad, Hercules, CA). Quantitative RT-PCR (qPCR) was performed following standard methods. Primer sequences are provided in Supplementary Table. mRNA levels were normalized to of the levels of *β-Actin*. Relative mRNA levels of trafficking gene knockdown cells were then normalized to si*Control*. PCR was performed in triplicate for each sample, and 3 independent experiments were carried out^11^.

For RNA-sequencing (RNA-seq), the integrity of extracted RNA was assayed by on-chip electrophoresis (Agilent Bioanalyzer) and only samples with a high RNA integrity (RIN) value were used for RNA-seq^11^. Poly-A mRNA was purified using Dynabeads^®^ mRNA Purification Kit (Invitrogen) according to the manufacturer’s instructions. RNA sequencing libraries were prepared using the NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) according to the manufacturer’s instructions. Library quality was verified using the Agilent High Sensitivity DNA Kit on Agilent’s 2100 Bioanalyzer. For each library, an average of 420 bp fragments were sequenced using paired end reads (2 × 100 bp) on the Illumina HiSeq 2500 platform (Stanford Personalized Medicine Sequencing Core), with an average of 30 million reads per sample. Paired end sequencing reads (100 bp) were generated and aligned to mouse reference sequence NCBI Build 37/mm9 with the STAR (v2.4.2a) algorithm^36^. Normalization of RefSeq annotated genes, expression level and differential expression analysis were performed using the Bioconductor package DESeq2 in R (Version 3.2.2)^37^. Genes with False Discovery Rate (FDR) < 0.05 were defined as differentially expressed genes. Gene ontology analysis was performed using DAVID *(david.abcc.ncifcrf.gov)* and The Gene Ontology (GO) Consortium (http://geneontology.org/). For Gene Set Enrichment Analysis (GSEA, Broad Institute), gene set associated with osteogenesis were obtained from www.qiagen.com (Qiagen, Germany)^38^. All transcriptome raw data are publicly available in GEO (accession number GSE223192, Genome wide gene expression profiling of Col2.3GFP^+^ enriched osteoblasts).

### Western blot analysis

Cells were lysed in Radioimmunoprecipitation (RIPA) assay buffer (Sigma, St. Louis, MO), total protein was extracted, and the protein concentration was measured by Bradford Protein Assay (Bio-Rad). Protein samples were loaded on 10% SDS-PAGE gel and the separated proteins were transferred by electroblotting to polyvinylidene fluoride (PVDF) membranes (Bio-Rad). The membranes were blocked with Odyssey^®^ Blocking Buffer (LI-COR Biosciences, Lincoln, NE) and incubated with the primary antibody and secondary antibody. Immunolabeling was detected by using Odyssey^®^ CLx system (LI-COR Biosciences). The following primary antibodies were used: Anti-Hydroxyproline antibody (ab37067, Abcam; 1:1000 dilution); Anti-P4HA1 antibody (ab59497, Abcam; 1:500 dilution); Anti-P4HA2 antibody (A4262, ABclonal Inc.; 1:500 dilution); Anti-GAPDH antibody (sc-32233, Santa Cruz Biotechnology, Inc.; 1:1000 dilution).

### Subcutaneous implantation

Seven-week-old male CD-1 Nude Mice Crl:CD1-Foxn1nu purchased from Charles River (Wilmington, MA, USA) were housed in Innovive recyclable individually ventilated cages in a designated pathogen-free area facility and fed irradiated mouse chow and autoclaved water. The Veterinary Service Center (VSC) at Stanford University provides laboratory animal care and is administered by the Department of Comparative Medicine. The laboratory animal care program at Stanford University is fully accredited by the Association for Accreditation and Assessment of Laboratory Animal Care (AAALAC). All animal surgeries were approved by the Stanford University Administrative Panel on Laboratory Animal Care (APLAC). All methods were performed in accordance with relevant guidelines and regulations. This study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org). MC3T3-E1 cells were transfected siRNA and subjected to osteogenic differentiation for seven days. After anesthesia using inhaled isoflurane, cells (100 µl) were mixed with equal volume (100 µl) of Matrigel and then subcutaneously implanted into the back of 7-week-old male CD-1 Nude Mice Crl:CD1-Foxn1^nu^. Each implantation was conducted by injection of 1 × 10^6^ cells and Matrigel mixture using 25G needles. Four implantations were injected on each side of the spine. Nodules were explanted after 12 weeks and analyzed by X-ray, microCT and histology. We implanted four single trafficking gene-knockdown samples in one spine side of mouse and implanted four trafficking gene and *P4ha2* double knockdown samples on the other spine side of the mouse to minimize mouse variation.

### Micro-computed tomography and histological analysis

Mineralization of subcutaneous implants was monitored by micro-computed tomography (micro-CT) using the vivaCT 40 Preclinical MicroCT Scanner (SCANCO Medical, AG)^11^. For small nodules formed after subcutaneous implantation, scanning was conducted with X-ray setting at Energy/intensity: 70 kVp,114 μA, 8w; with CT-Scan setting at high resolution, 21.5 mm FOV (field of view), 10.5 μm voxel size and 618 slices. The region of interest was selected to completely cover the nodules. X-ray images were analyzed by Inveon™ Research Workplace 4.2 software (IRW 4.2, Siemens Healthcare GmbH, Germany)^11^. For histological analysis, tissue samples were harvested and fixed for 24 h in 10% neutral-buffered formalin followed by incubation in 30% sucrose for 24 hours^11^. Tissue samples were embedded in SCEM embedding medium (Section-lab, Japan). 8-μm serial sections were made on a cryofilm (Section-lab, Japan) using tape-stabilized sectioning method for histology analysis. Aniline Blue staining was performed according to Masson’s trichrome method (Newcomer Supply, Inc., Middleton, WI)^11^. Von Kossa and Alizarin Red S staining were performed on sectioned slides^11^. Images were acquired by an EVOS FL Cell Imaging System (Live Technologies, South San Francisco, CA)^11^.

### CRISPR/Cas9-mediated gene editing in MC3T3-E1 pre-osteoblast cells

*Cog6*^**−/−**^ and *Pacs1*^**−/−**^ MC3T3-E1 cells were generated by CRISPR-Cas9 gene editing technology as previously described^39^. Briefly, guide RNA sequences targeting *Cog6* (5′-CGGACTCGAAGAAATTTACG-3′), *Pacs1* (5′-CAGTGACGACCCATTGCAT-3′) and non-targeting control (5′-GAACTCGTTAGGCCGTGAAG-3′) were cloned into lentiCRISPR v2 plasmid (Addgene; cat. no. 52961). Lentivirus was generated and harvested in 293 T cells by transfecting cells with lentiviral vectors along with the packaging vectors psPAX2 and pMAD2.G (Addgene; cat. no. 16620 and 16,619, respectively) as previously described^11^. MC3T3-E1 cells were transduced with the lentivirus and selected with puromycin containing MEM (2 µg/ml) for ten days. *Cog6*^**−/−**^ and *Pacs1*^**−/−**^ pooled knockout cell lines were analyzed by qRT-PCR to obtain clones with permanent depletion of the gene product. CRISPR line proliferation rate was assessed by Cell Proliferation Assay (MTS) according to the manufacturer’s instructions (cat NO: G3582; Promega, Madison, WI).

### Statistical analysis

Statistical analysis was performed using Microsoft Excel and GraphPad Prism 6 (GraphPad Software, San Diego, CA). Quantitative data are presented as scatter or interleaved scatter plots with mean ± SD, or box-whiskers plots with whiskers representing minimum and maximum values and box representing 1st to 3rd quartiles.

Shapiro–Wilk normality tests were performed to test whether data were normally distributed. If Shapero–Wilk tests were not satisfied, nonparametric tests were used. Statistical significance was assessed by multiple *t* test followed by correction for multiple comparisons using the Holm–Sidak method.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The raw data required to reproduce these findings are available in the Open Data sectionGEO (accession number GSE223192, Genome wide gene expression profiling of Col2.3GFP^+^ enriched osteoblasts).

# Supplementary material for: The role of vesicle trafficking genes in osteoblast differentiation and function
**Source:** Sci Rep. 2023 Sep 26;13:16079. doi: 10.1038/s41598-023-43116-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Information**

The role of vesicle trafficking genes in osteoblast differentiation and function

Hui Zhu^1^, Yingying Su^1^, Jamie Wang^1^, Joy Wu^1, *^

**Supplementary Figures**

**
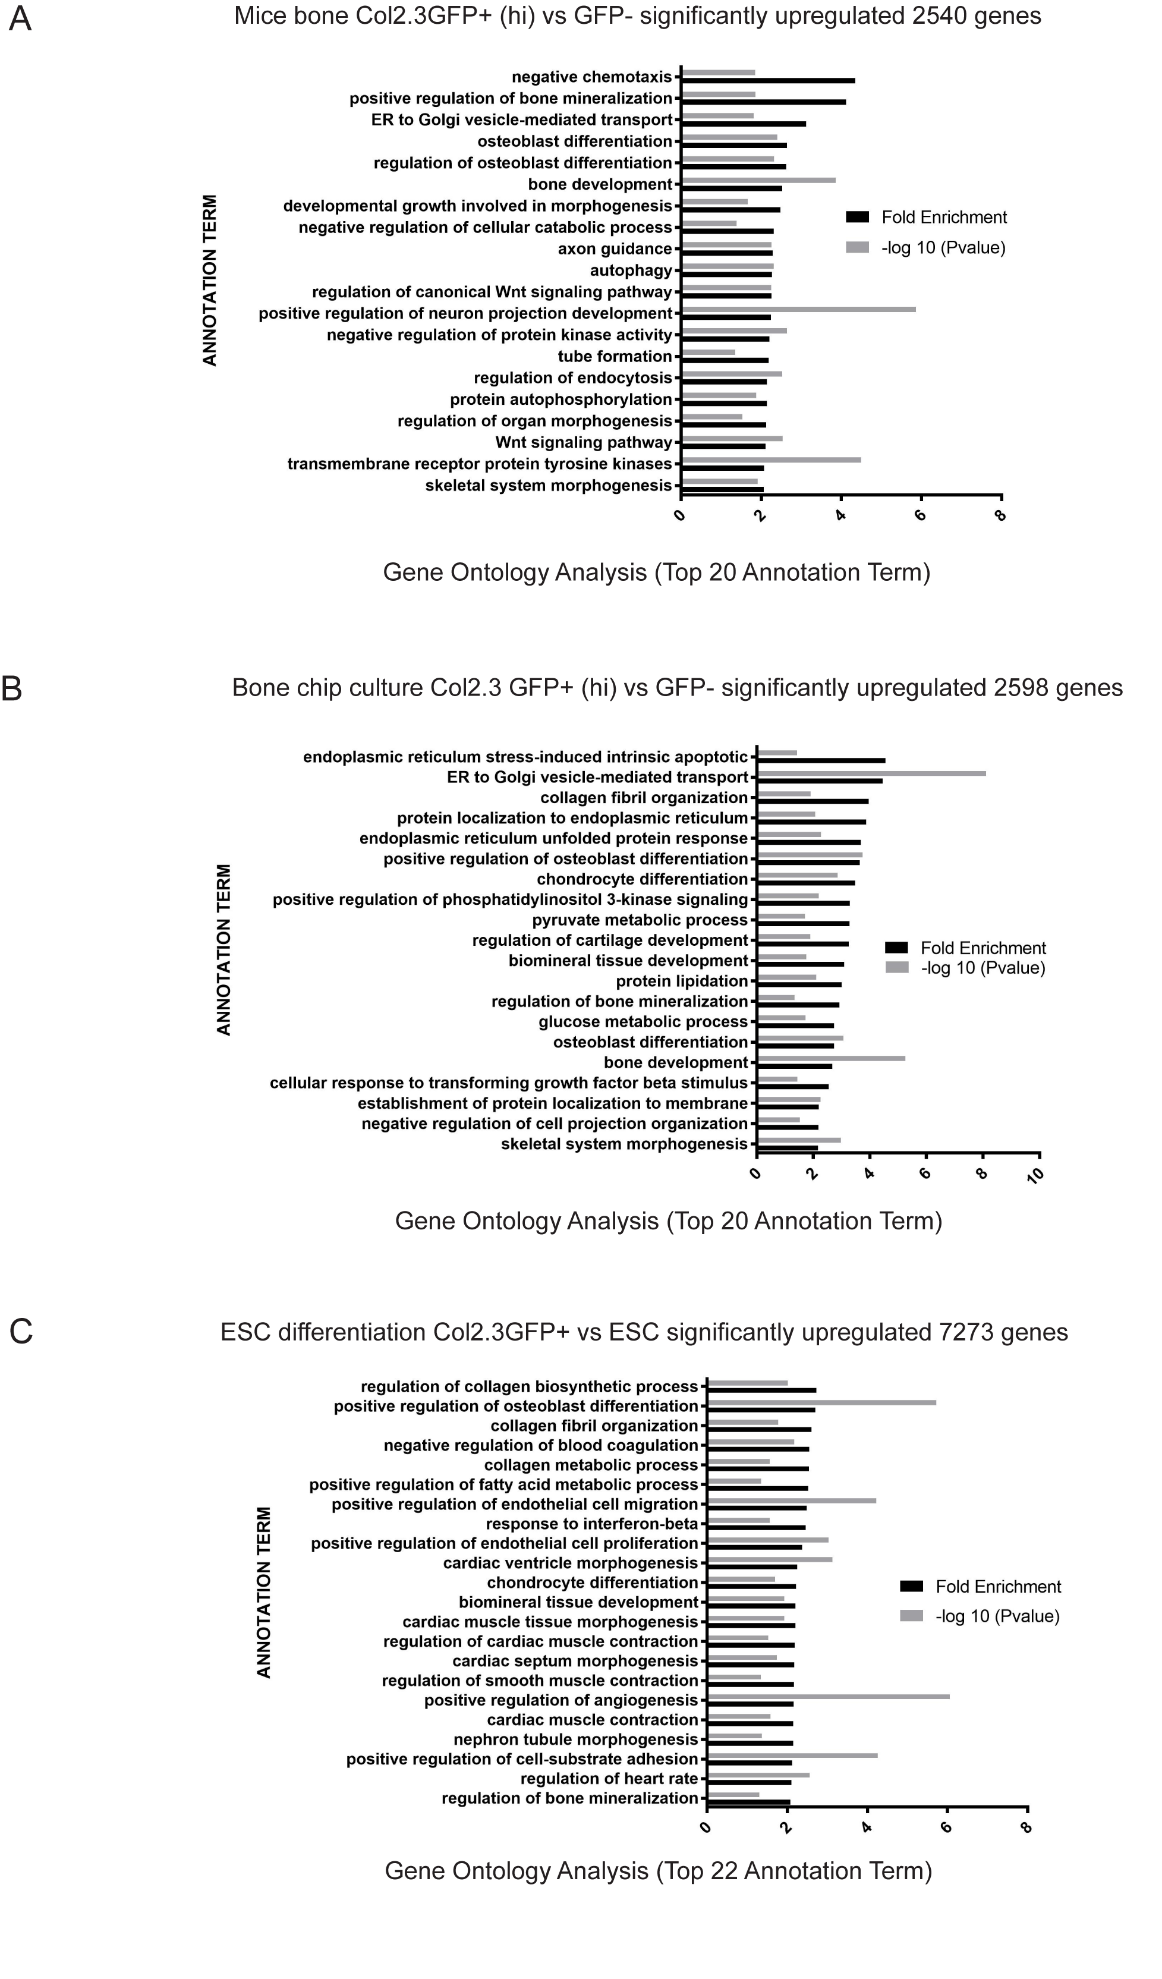
**

Fig. S1. Significantly upregulated genes in Col2.3GFP+ populations are enriched in osteoblast differentiation, bone development, bone mineralization and ossification annotation categories.

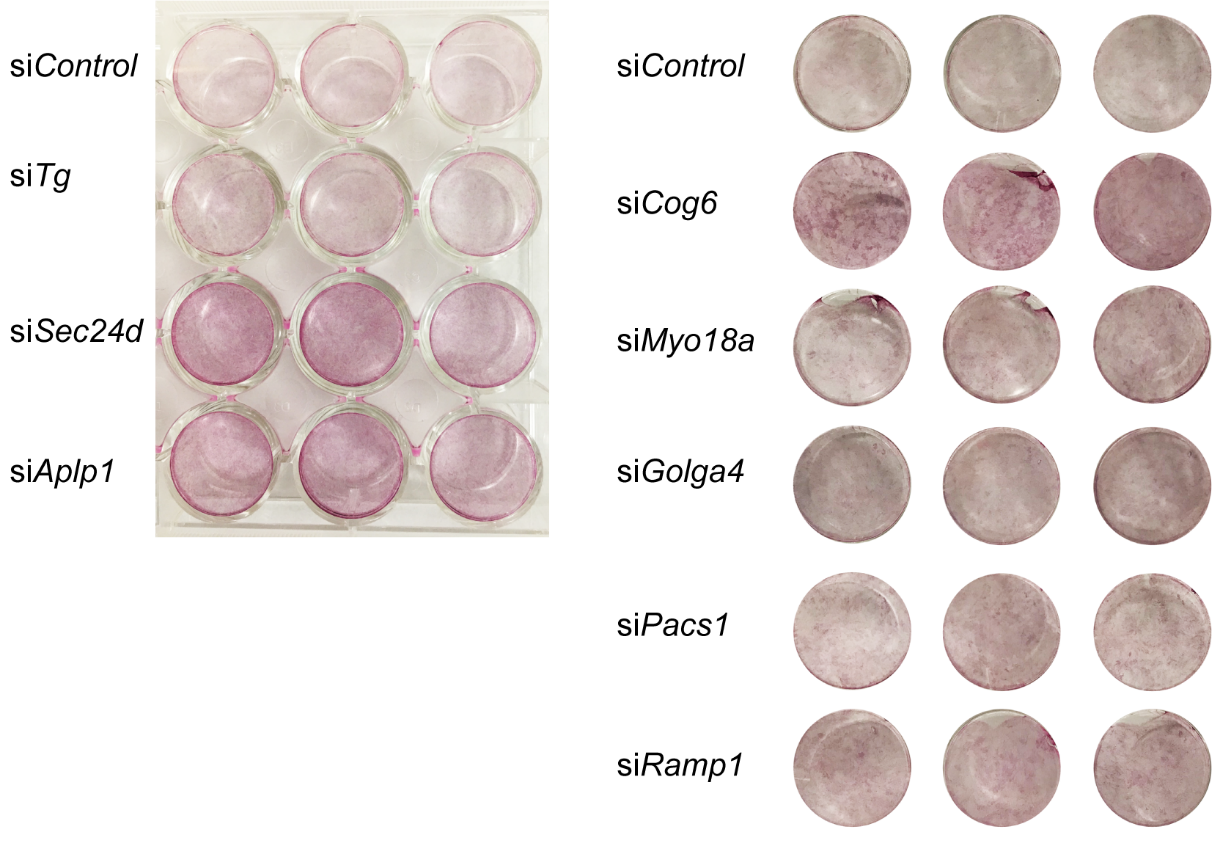

Fig. S2. Transient knockdown of vesicle trafficking genes increases alkaline phosphatase activity in MC3T3-E1 osteogenic differentiation. Seven days after osteogenic differentiation, representative alkaline phosphatase staining images in control and trafficking gene knockdown MC3T3-E1 osteoblast differentiation.

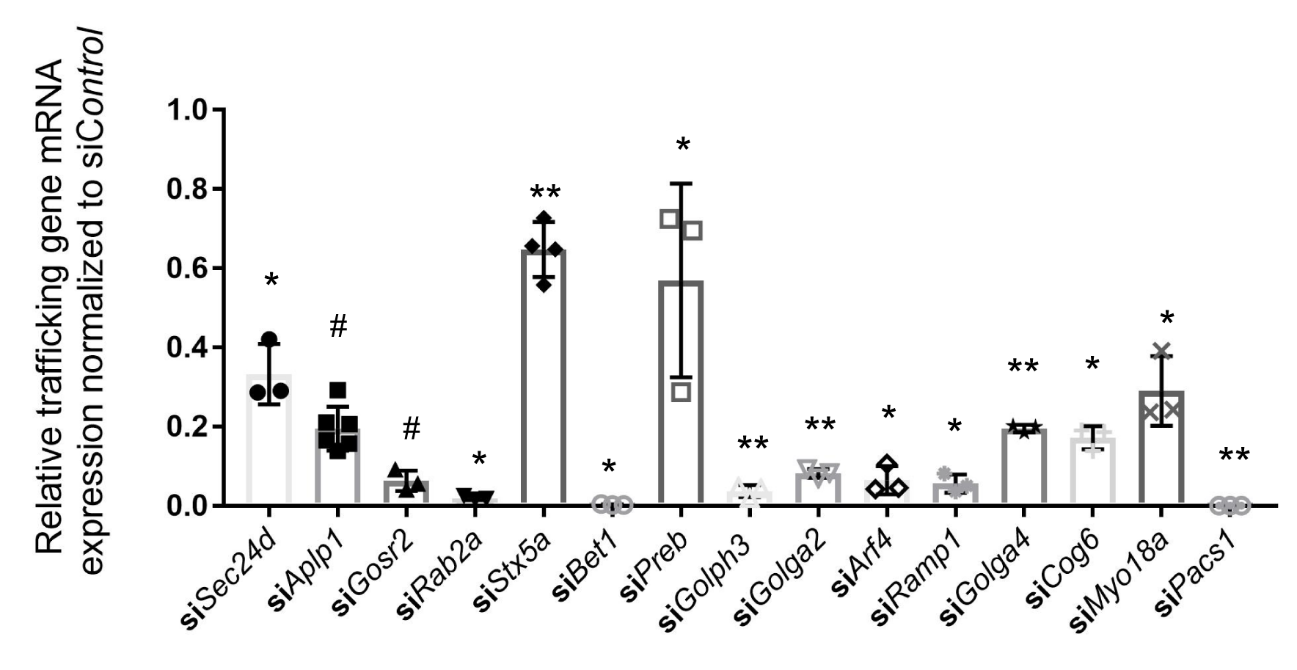

Fig. S3. Trafficking gene mRNA levels decrease after siRNA transfection. Three days after siRNA transfection, relative target trafficking gene mRNA expression in control and trafficking gene knockdown MC3T3-E1 cells were analyzed by qRT-PCR. Y axes show relative target trafficking gene mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with scatter plots with mean ± SD (multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to si*Control*).

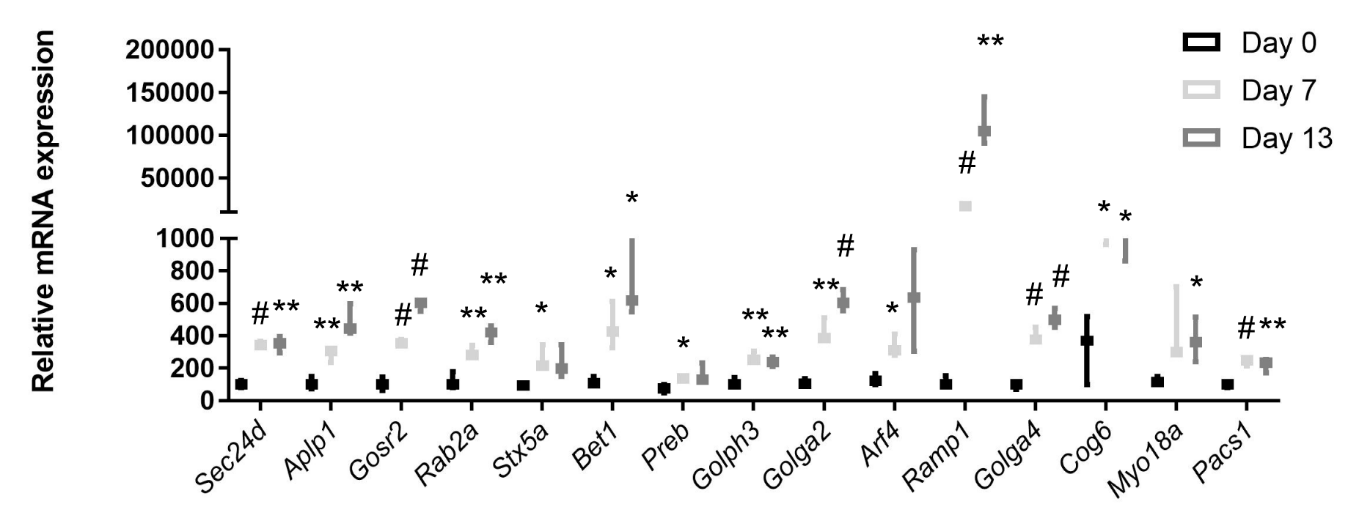

Fig. S4. Trafficking gene expression increases with osteogenic differentiation. Seven and thirteen days after MC3T3-E1 cell osteogenic differentiation, qRT-PCR analysis shows relative trafficking gene mRNA levels. All data represent with Interleaved box-whiskers plots (N=3; multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to Day 0).

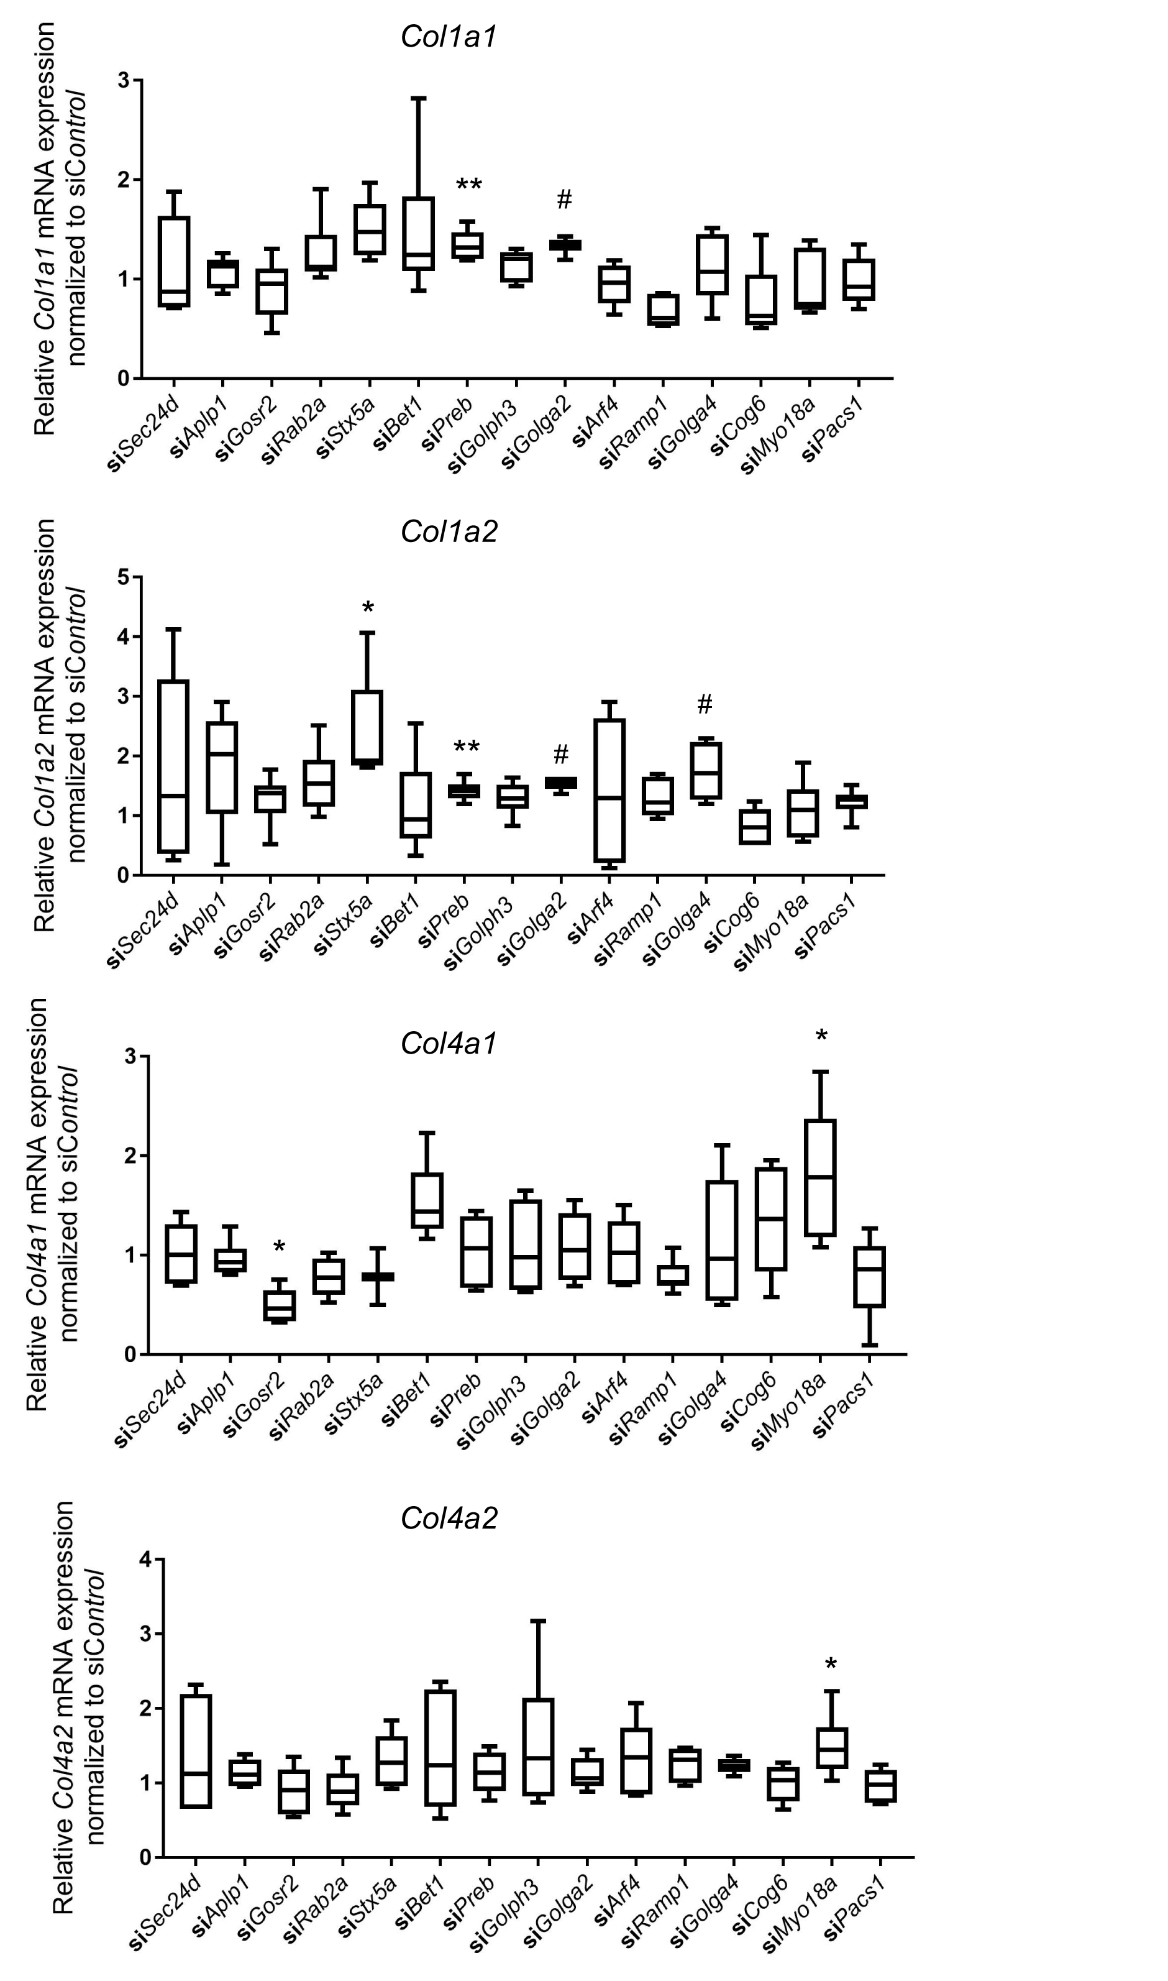

Fig. S5. Expression of collagen genes with trafficking gene knockdown in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, relative *Col1a1*, *Col1a2*, *Col4a1* and *Col4a2* mRNA levels in control and trafficking gene knockdown MC3T3-E1 cell differentiation were analyzed by qRT-PCR. All data represent with box-whiskers plots (N=6-9; multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to si*Control*).

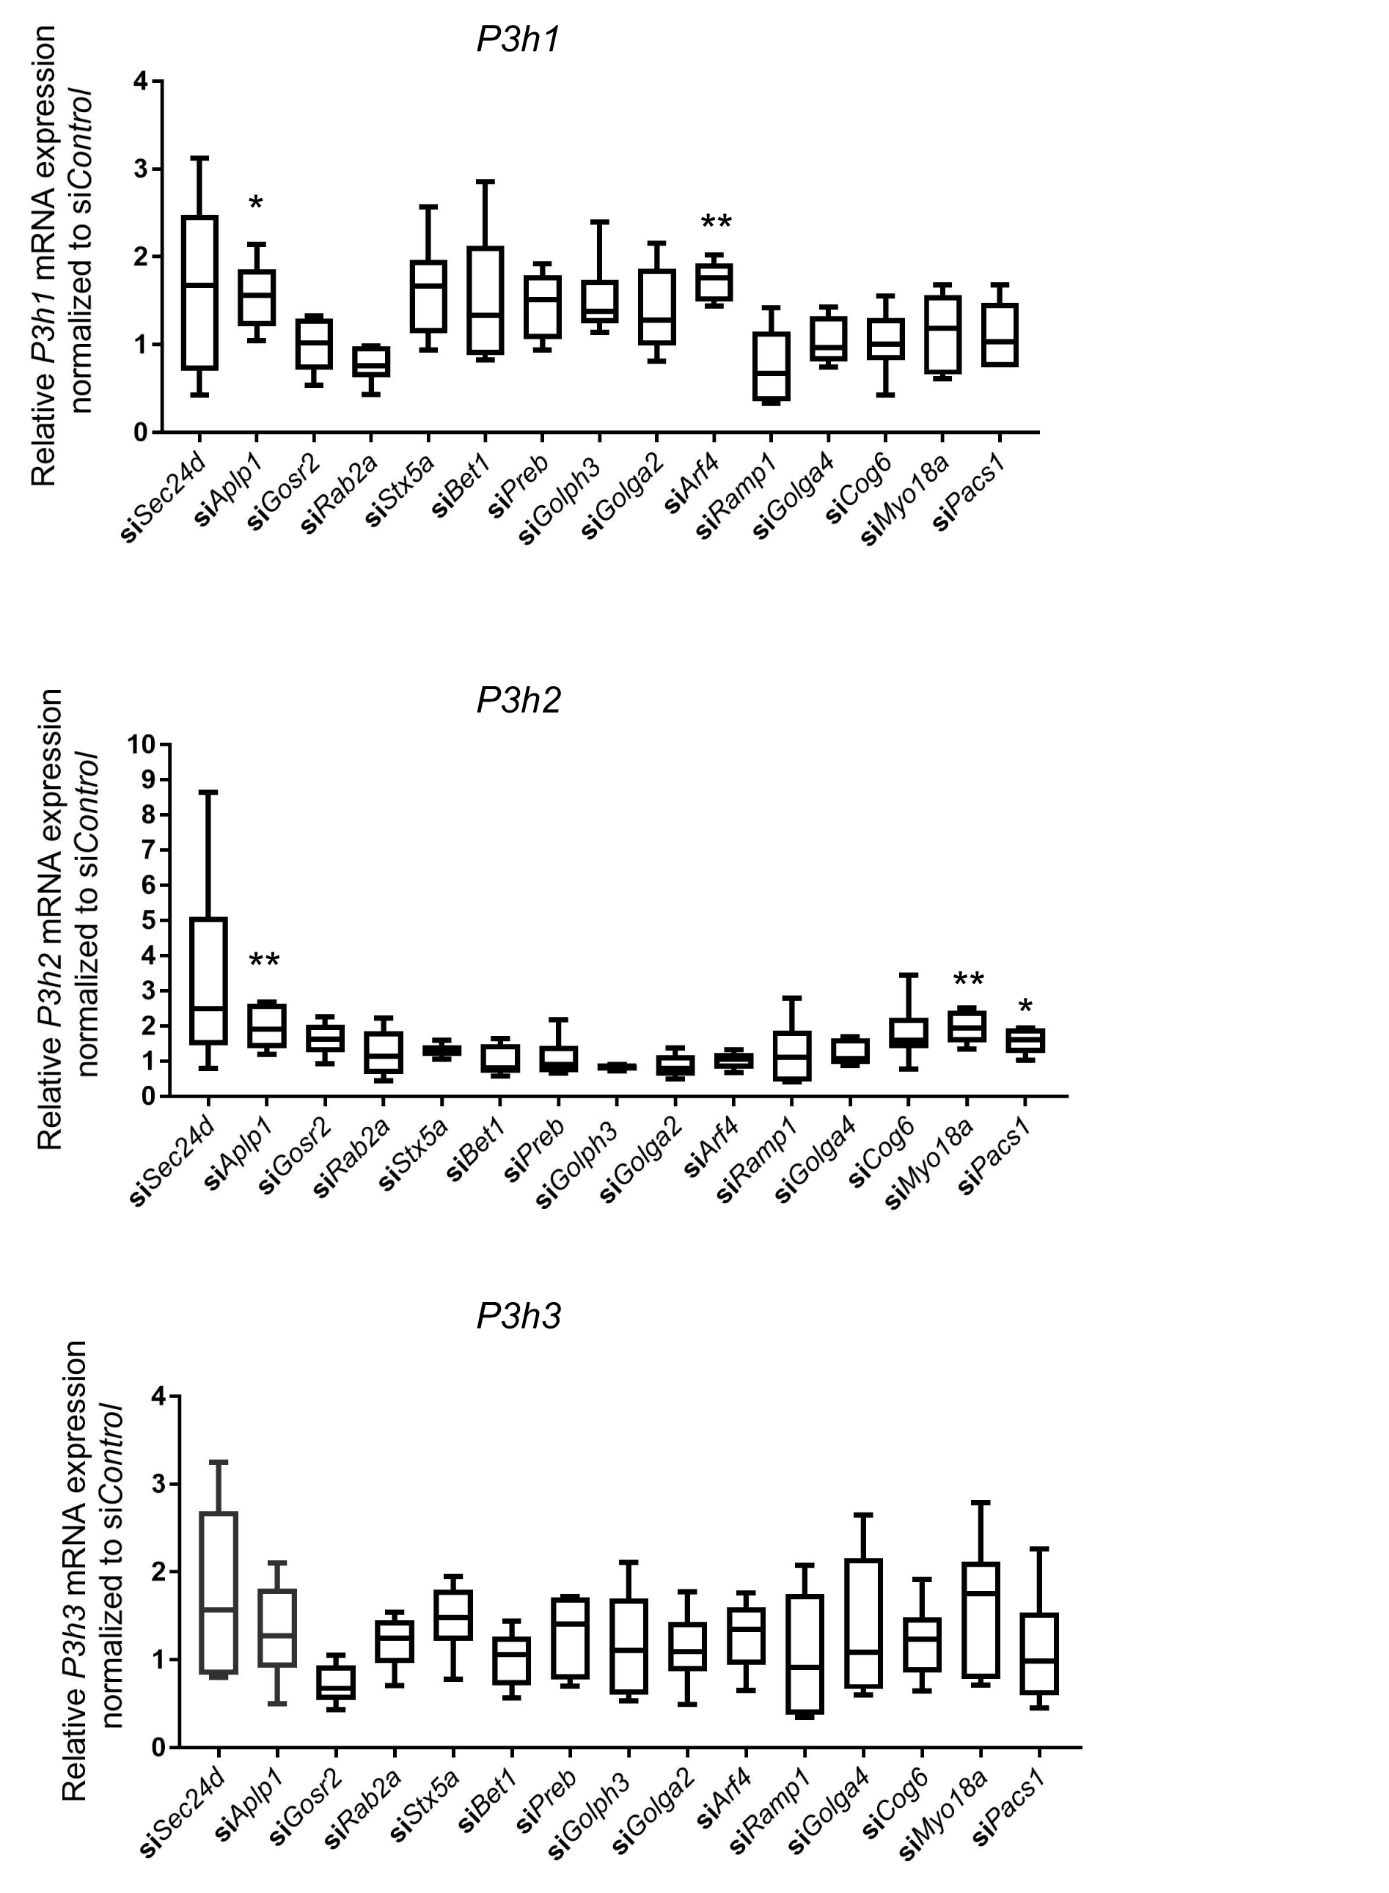

Fig. S6. Expression of collagen prolyl 3-hydroxylase *P3h* isoenzymes with trafficking gene knockdown in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, relative *P3h1*, *P3h2 and P3h3* mRNA expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation were analyzed by qRT-PCR. Y axes show relative *P3h1*, *P3h2 and P3h3* mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with box-whiskers plots (N=6-9; multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to si*Control*).

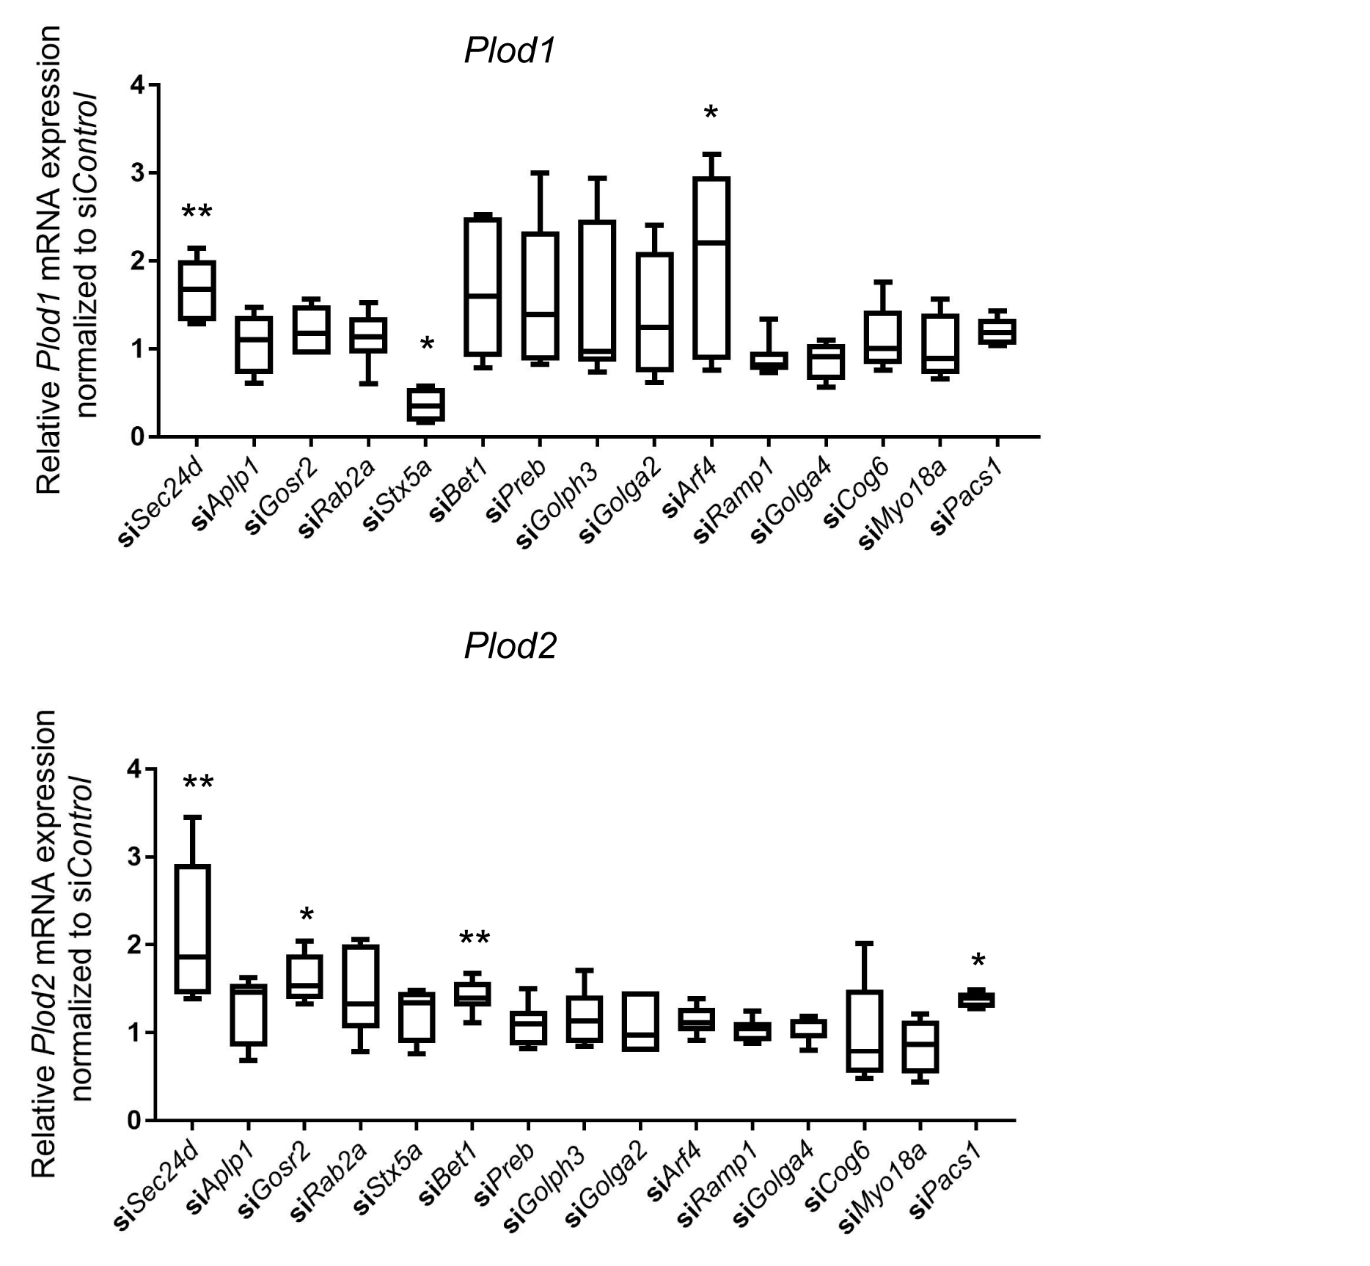

Fig. S7. Expression of collagen lysine hydroxylase *Plod* isoenzymes with trafficking gene knockdown in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, relative *Plod1*, and *Plod2* mRNA expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation were analyzed by qRT-PCR. Y axes show relative *Plod1* and *Plod2* mRNA expression in trafficking gene knockdown normalized to si*Control*. All data represent with box-whiskers plots (N=6-9; multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to si*Control*).

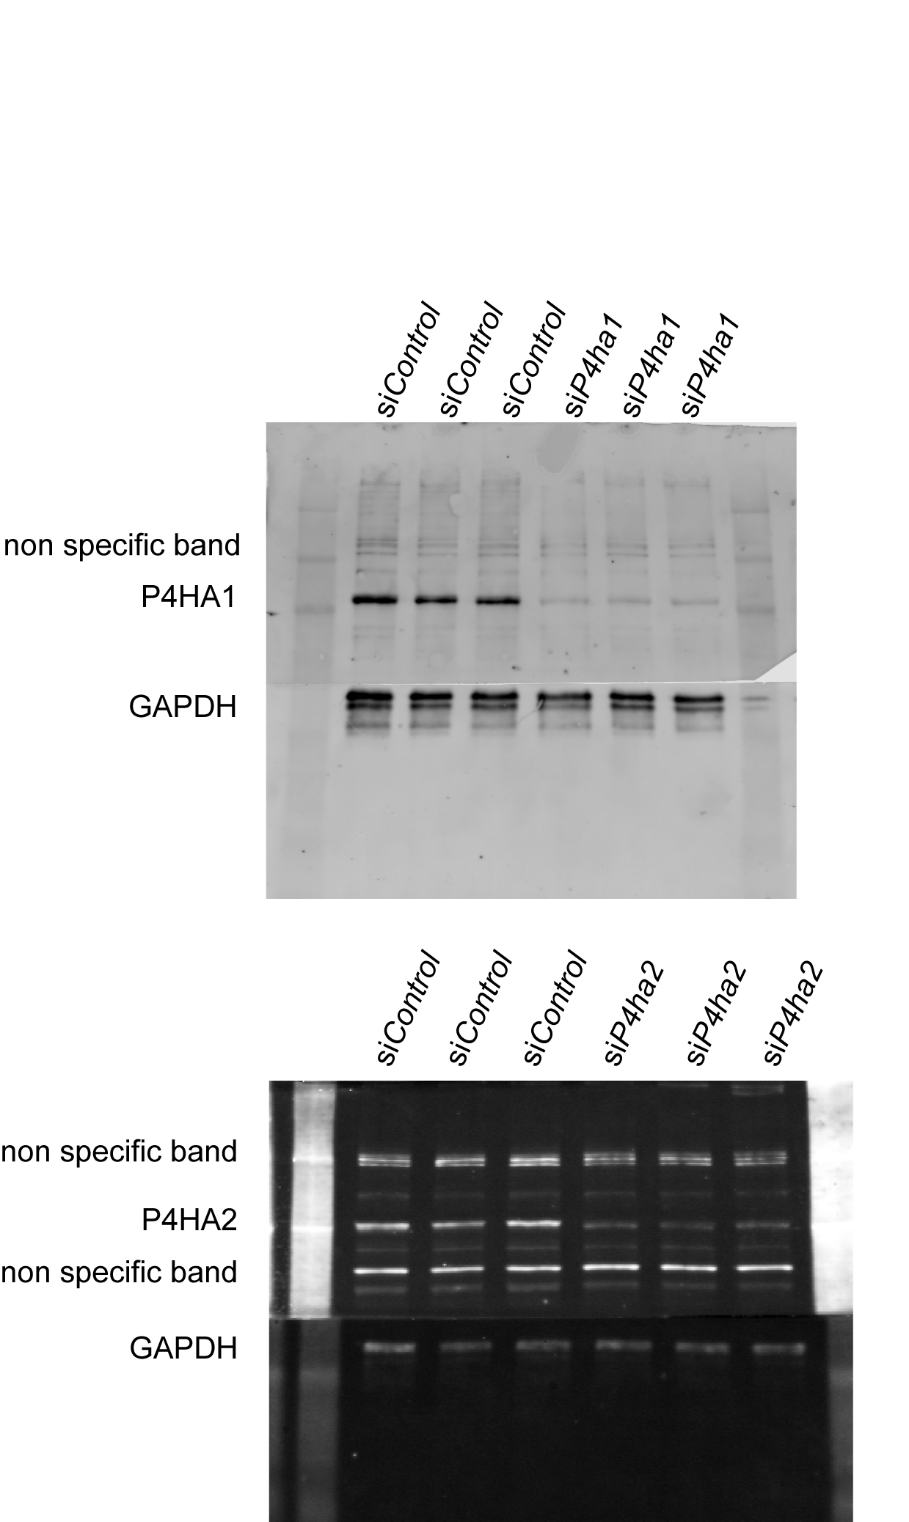

Fig. S8. P4HA1 and P4HA2 protein levels decrease with knockdown *P4ha1* and *P4ha2*. Three days after siRNA transfection, Western-blot analysis shows P4HA1 and P4HA2 protein depleted in control and *P4ha1* or *P4ha2* knockdown MC3T3-E1 cells.

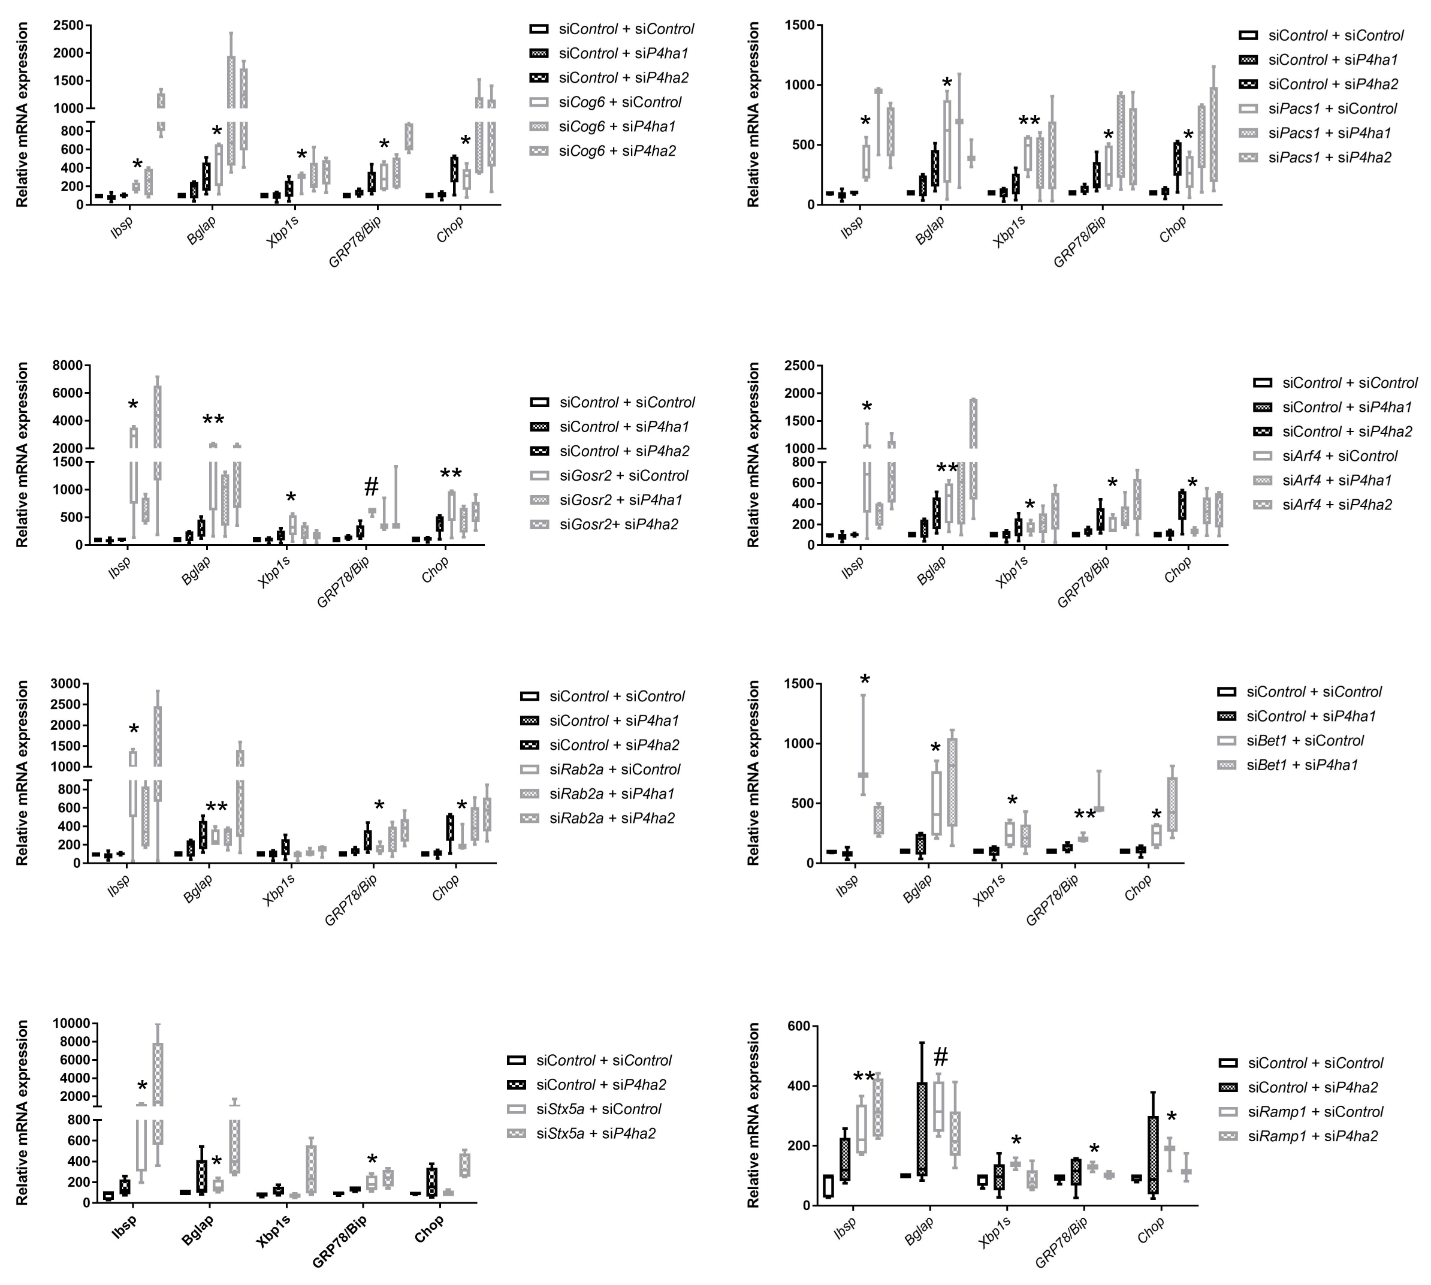

Fig. S9. Concurrently knockdown *P4ha* with vesicle trafficking gene do not affects the expression of osteoblast marker and ER stress sensor. Ten days after osteogenic differentiation, relative *Ibsp*, *Bglap*, *Xbp1s*, *GRP78/Bip* and *Chop* mRNA expression in control and trafficking gene with/without concurrently *P4ha1* and *P4ha2* knockdown in MC3T3-E1 cell differentiation were analyzed by qRT-PCR. All data represent with box-whiskers plots (N=6-9; multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to si*Control* + si*Control*).

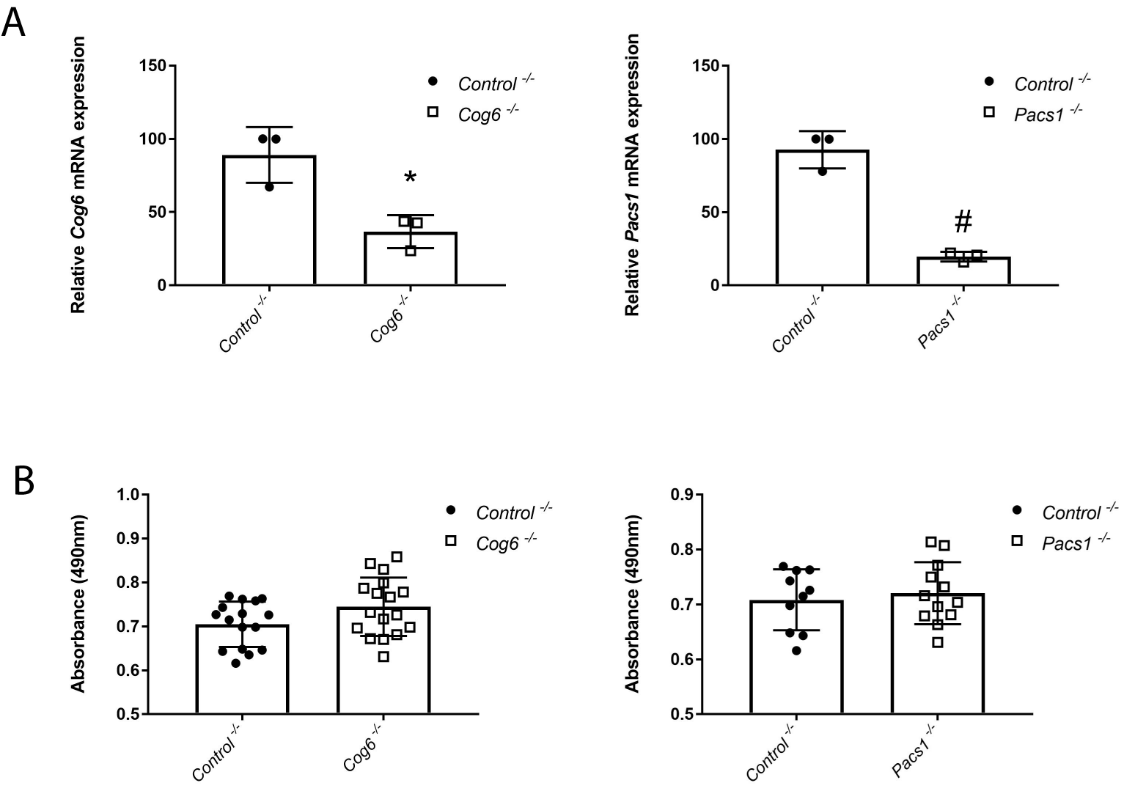

Fig. S10. *Cog6*^-/-^ and *Pacs1*^-/-^ MC3T3-E1 CRISPR line characterization. *Cog6***^-/-^,** *Pacs1***^-/-^** MC3T3-E1 CRISPR lines and control CRISPR line were subjected to osteogenesis for ten days. (*A*) qRT-PCR analysis shows significantly decreased mRNA in *Cog6***^-/-^** and *Pacs1***^-/-^** MC3T3-E1 CRISPR lines compared to control CRISPR line. (*B*) MTS cell proliferation assay shows that *Cog6* or *Pacs1* depletion doesn’t change cell proliferation rate. All data represent with scatter plots with mean ± SD (multiple *t* test; *, *P*<0.05; **, *P*<0.01; #, *P*<0.001; relative to *Control***^-/-^**).

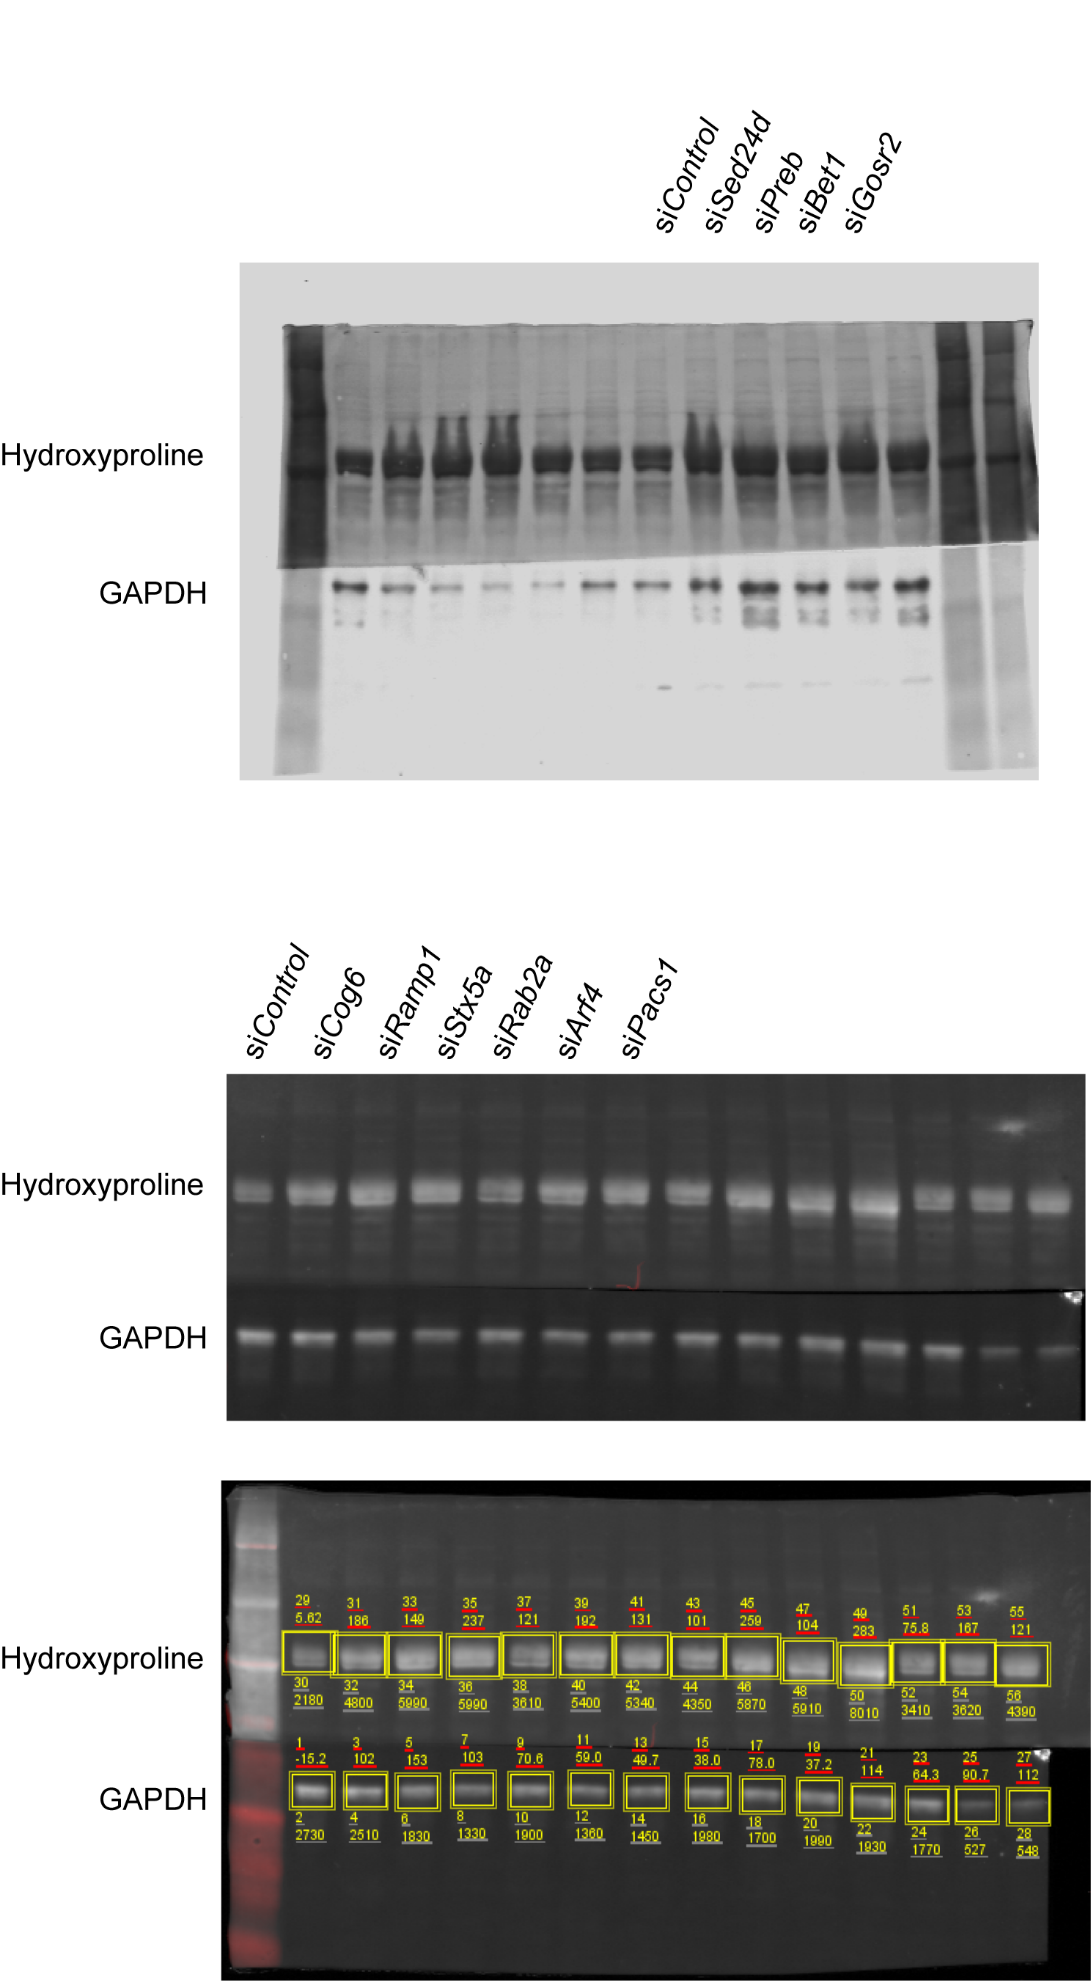

Fig. S11. Full gel blot related to Figure 5B. Hydroxyproline protein levels increase with vesicle trafficking gene knockdown in MC3T3-E1 osteogenic differentiation. Ten days after osteogenic differentiation, Western-blot analysis shows Hydroxyproline and GAPDH protein expression in control and trafficking gene knockdown MC3T3-E1 cell differentiation.

**Supplementary Table**

qRT-PCR primer sequences:

| Gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| *Sec24d* | GGAGAGGTCTTTGTTCCTTTGTT | GTCTCTGTTCTTGAGCTTCCC |
| *Aplp1* | GTGGGCGTCTAACCCTTCAC | CTGCGGGTCCAGAAGACAG |
| *Gosr2* | CCCCTATACCAACAAACGAACA | GGCTCCTTGCTTGACAAAATCT |
| *Rab2a* | GCGACACAGGTGTTGGTAAAT | CATCAATCGTTATCATCCGAGCA |
| *Stx5a* | CGGAAACGCTACGGATCTAAG | CAGGGGACAGAACCTGTGT |
| *Bet1* | ACTATGGCTATGCCAATACTGGT | CTCCCTCTGGACAAAATCTTCAG |
| *Preb* | GCTTCGGATAGACCCCAAGAC | CAAGCGCCAAATTCATGGTG |
| *Golph3* | ACAAGGGCGACTCCAAGGA | ATGATGTGTAACCCTCTCGGT |
| *Golga2* | TGTCACAGAACCGAGAGCTGA | GCTGCTCCTGTAGACCCTG |
| *Arf4* | CTGGCAAGACGACAATTCTGT | CCACAAAAATGAGACCCTGGGTA |
| *Ramp1* | CCTCTGCTTACCTCTGAGATTG | ATCTGTGCAGTCTTCCTTGGAGT |
| *Golga4* | CGGGGCTCATCAGCGAAAA | AGACTGGACTATGCGGACCT |
| *Cog6* | CAGAGCCTACGCGGAAGTG | AGGTGACCTATGAAGGATGCT |
| *Myo18a* | TGACAGCAATCGGGGTAGC | GCCAGTGAACCGAACTTGG |
| *Pacs1* | GACTGGCTGGGTTACATGC | GCGACTGAATAGGTCTCTCCA |
| *Ibsp* | TACCGGCCACGCTACTTTCTTTAT | GACCGCCAGCTCGTTTTCATCC |
| *Bglap* | TCTCTCTGCTCACTCTGCTGGCC | TTTGTCAGACTCAGGGCCGC |
| *Col1a1* | CACCCTCAAGAGCCTGAGTC | GTTCGGGCTGATGTACCAGT |
| *Col1a2* | TCGGGCCTGCTGGTGTTCGTG | TGGGCGCGGCTGTATGAGTTCTTC |
| *Col4a1* | CTGGAGAAAAGGGCCAGAT | TCCTTAACTTGTGCCTGTCCA |
| *Col4a2* | CGACCGAGTGCGGTTCAAA | ACCGCAGGGCACATCCAACT |
| *Xbp1s* | GAGTCCGCAGCAGGTG | GTGTCAGAGTC-CATGGGA |
| *GRP78/BiP* | CATGGTTCTCACTAAAATGAAAGG | GCTGGTACAGTAACAACTG |
| *Chop* | CTGCCTTT CACCTTGGAGAC | CGTTTCCTGGGGATGAGATA |
| *P4ha1* | AGCCACCATTTCAAACCCAGT | GCCAAGCACTTTTGCTAATTCTG |
| *P4ha2* | CAGGTACTATGATGTGATGTCCG | AAAGGGTCGCCTTGAGAAGTC |
| *P3h1* | CCCCCAGCCTACACGTTCCG | TGCCCCCTGGTGACAGCCTTC |
| *P3h2* | ATGCTAAAACCGTGACTGCC | CGCTCCAGTTCTCGGTAAAG |
| *P3h3* | AGAGGGCCTACTACCAGTTG | GTGTTGGGTTTGCCACAAAG |
| *Plod1* | GAAGGATGACGCCAAGCTAGA | TGAAGAACTGAGCTGAACGCT |
| *Plod2* | GAGAGGCGGTGATGGAATGAA | ACTCGGTAAACAAGATGACCAGA |

How the deposited data were processed for this re-analysis (not part of the article)

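RNA sequencing libraries of 6 cell populations, with 3 libraries each, were analysed: GFP+ (hi) and GFP- cells of fresh long bone, GFP+ (hi) and GFP- cells of bone chip cultures, ESC-derived GFP+ osteoblasts and ESC. The ESC were taken as undifferentiated from their titles and the paper, although a treatment label gives them osteogenic differentiation. The authors enriched poly-A RNA, sequenced both ends of each fragment on a HiSeq 2500, aligned the reads to mm9 with STAR 2.4.2a and tested genes with DESeq2 under R 3.2.2. The counts analysed are those of the tables the authors deposited, 1 table per source, which hold whole numbers per RefSeq gene and were not normalized. The text of the paper names neither the tool that counted the reads, nor its strand setting, nor what was done with reads that align to several places.
Total counts ranged from 4920977 to 43874837 over the 18 libraries. At 5482065 counts, the smallest total of the bone GFP- libraries, a gene at 1 CPM has about 5 counts, so that folds of scarce genes are imprecise.
Each source was analysed on its own with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and GFP+ and reference libraries were compared with the quasi-likelihood test (glmQLFit and glmQLFTest, no covariates). The adjusted p-values of genes are Benjamini-Hochberg values of this edgeR test, and genes under 0.05 were called. A count of genes higher in all 3 sources was set beside its expectation for independent calls. The effects in bone and bone chips were compared by an interaction test in 1 fit of 12 libraries.
In all, 33 gene lists were fixed in advance. Lists were tested in each source with camera of limma 3.58.1 (preset correlation 0.01, adjusted over the fixed lists), and their share of the overlap with a two-sided Fisher's exact test against the genes tested in all sources. Lists of the genes that the study names were counted but are not independent of these libraries. A list of stratified epithelium and a list of glycolysis and low oxygen were added after the data were seen.
The genes named are those the paper names in its overlap, its knockdowns and its qRT-PCR, the 10 largest rises and falls of each comparison among the genes called whose libraries lie apart between the groups and whose mean reaches 10 CPM in the higher group, the 20 genes of the overlap with the largest smallest change, up to 4 called members of each list described with the largest changes, and the reference genes *Actb*, *Gapdh* and *Hprt*. Symbols of clones and predicted genes were left out of these rankings, and 1 other gene is not reported here. Members given as examples of a list beyond this rule were chosen after their values were seen.
The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter on low counts, a filter at 1 CPM, a replicate block, libraries thinned to 4920977 counts, a joint fit of 18 libraries, a threshold of 1 on the log2 scale, and leaving out each library in turn. For lists they were camera with an estimated correlation, fry, and fgsea 1.28.0 over all genes and among the genes called higher. Leaving out *Rn45s*, sex-linked genes or genes at the share of the ESC level was added later, as was leaving out libraries in, or thinning, the interaction test.
Whether the replicate numbers pair the samples was checked by the correlation of residuals between libraries of the same number. In bone chips these were 0.158, 0.329 and 0.397, so a replicate block was run as an alternative. In bone and ESC none reached 0.1, which gives no sign of pairing there. The main fits, those of bone chips included, have no block. Recovery was tested on simulated data with 200 changed genes. Gene positions are those of GENCODE vM1. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.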

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

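The tests of explanations and the lists of stratified epithelium and of glycolysis and low oxygen were chosen only after the results were seen, while the test of bone against bone chips was planned.
Pluripotency genes are outside those the paper discusses and were higher in bone GFP+ (hi) than in GFP- cells, with a median log2 fold change of 5.36. Of 66 genes restricted to ESC, 93.9% lay within 2-fold of 1 common share of their ESC level, 0.294% (libraries 0.261, 0.304 and 0.316%), so a candidate explanation is a trace of ESC material in these libraries. An exchange of reads in both directions is argued against by *Bglap*, with 0 counts in ESC where 3957 would be needed, and expression by GFP+ (hi) osteoblasts of both sources at like levels by the 8 called genes measured in bone chips, with a median of 6.47% of their bone level (range 0 to 40.0%). Where such material entered is open, since a sort for GFP should remove ESC cells. *Klf5*, at 5.42% of its ESC level, departs from the share, and its bone call (adjusted p range 0.00350 to 0.0945) ended without GFP+ (hi) replicate 1 (0.0510), without GFP+ (hi) replicate 2 (0.0934), without GFP+ (hi) replicate 3 (0.0569), without GFP- replicate 2 (0.0945) and without GFP- replicate 3 (0.0766) and with upper-quartile factors (0.0558), a replicate block (0.0750) and thinned libraries (0.0779).
Genes of stratified epithelium, which the paper does not discuss, were higher in ESC-OB GFP+ cells than in ESC, with a median log2 fold change of 7.26 over 19 genes (7.26 with genes at 0 counts set to their bound). In bone 1 was higher and 9 lower of 12, and the effect in bone minus that in bone chips had a median of -4.14 (camera p = 7.0e-05, and p = 0.00752 with an estimated correlation, both unadjusted). *Krt14*, an abundant keratin, in ESC-OB reached 598.5 to 689.6 CPM and at most 1.64 in the other 15 libraries, which argues against reads from another library of the series. Epithelial cells or epithelial differentiation in the ESC culture may account for the list. A sort for GFP should remove epithelial cells without the transgene's activity, and whether the same cells hold epithelial and osteoblast transcripts was not tested.
Genes of glycolysis and low oxygen fell in bone GFP+ (hi) cells (14 of 18 lower, 0 higher) and rose in bone chips (10 higher, 0 lower), a median log2 difference of -2.86 in the interaction test (camera p = 2.8e-11, and p = 0.0387 with an estimated correlation, both unadjusted). As the list was chosen after the results were seen, these p-values describe the difference and are no independent test of it. Scaling, with *Col1a1* taking a large share of the counts, is argued against by the bone effects of the list, with a median of -2.23 after subtracting that of all genes tested (quartiles -2.88 and -0.97), which no library factor changes. The GFP- reference alone, rich in cartilage transcripts, is argued against by a median of -2.45 between the GFP+ (hi) populations of both sources, with 18 libraries scaled together by TMM. Fresh tissue against culture is a possible explanation that the design names. Between the GFP- populations of both sources, which differ in this as well, the median was -0.50. Since bone GFP- cells are also rich in cartilage transcripts, that median of the list does not decide, and the explanation was not tested. Of these genes, given as differences between both effects, *Slc2a1* (-4.48) brings glucose into cells, *Egln3* (-6.42) and *Bnip3* (-5.24) respond to low oxygen, and *Gapdh* (-3.23) has many pseudogenes that share reads.
Effects differed between bone and bone chips in an interaction test for these lists, given as median log2 differences, bone minus bone chips: osteogenic transcription factors (0.58), collagen-modifying enzymes (-0.86), unfolded protein response (-0.40), ER translocation (-0.37), cell cycle (-0.66), erythroid (-1.07), endothelial (-1.70), chondrocyte (-5.76) and pluripotency (2.86). Camera's adjusted p-values ranged from 4.0e-14 to 0.0450. With an estimated correlation pluripotency genes passed (adjusted p = 0.0316) and the other 8 lists did not (adjusted p = 0.366 to 0.793). With groups at 0 counts set to their bound the median was -2.40 for erythroid and 1.66 for pluripotency genes. With 18 libraries scaled together, the sources were also compared within each population, as medians of bone minus bone chips. The larger difference lay in GFP+ (hi) cells for osteogenic transcription factors (1.30, against -0.15 in GFP- cells) and pluripotency (2.02 against -0.12). It lay in GFP- cells for the other lists, as for chondrocyte (5.53, against -0.72 in GFP+ (hi) cells), erythroid (2.73 against 0.81) and collagen-modifying genes (0.63 against -0.17).
Single genes also differed between both sources in the interaction test, with adjusted p from 7.2e-08 to 0.0476 (edgeR), and their log2 differences are given as bone minus bone chips. Effects lay higher in bone for the matrix and osteoblast genes *Col1a1* (3.50), *Col1a2* (2.68), *Lox* (5.98), *Bglap* (5.54), *Bglap2* (5.51), *Dmp1* (3.96) and *Dcn* (3.36). They lay higher for *Bmp3* (2.04), *Hoxb2* (3.25), *Pdgfd* (2.17), *Cfhr2* (3.90), *Crispld2* (1.75), *Lipc* (4.97) and *Slc36a2* (6.49), and for the membrane proteins *Cdh15* (10.86), *Cdh2* (7.08), *Pcdhac2* (9.84), *Entpd3* (4.04), *Lpar3* (1.24), *Spns2* (1.12) and *Aplp1* (2.19). Trafficking and stress genes with higher effects in bone were *Mia3* (0.57), *Sec31a* (0.52), *Kdelr2* (0.65), *Golga4* (0.53), *Myo18a* (1.48) and *Hyou1* (3.07), and others were *Actb* (0.86) and *Fam78b* (6.28) and the pluripotency genes *Pou5f1* (8.74), *Nanog* (6.92), *Sox2* (8.71), *Dppa5a* (6.22) and *Klf5* (1.26).
Effects lay lower in bone for the cartilage genes *Col10a1* (-9.43), *Col9a3* (-8.83), *Lect1* (-5.87), *Matn3* (-6.51) and *Mgp* (-2.16), and for the enzymes that modify collagen *P4ha1* (-2.02), *P4ha2* (-2.01), *P4ha3* (-1.37), *Plod1* (-0.70), *Lepre1* (-1.15) and *Leprel1* (-7.45). They lay lower for *Alpl* (-1.18), *Bmp8b* (-3.51), *Mepe* (-3.61), *Scn1a* (-4.85) and *Grem1* (-5.08), for the stress and trafficking genes *Ddit3* (-0.83), *Chac1* (-3.14), *Herpud1* (-1.85), *Trib3* (-7.60), *Golph3* (-0.72) and *Sec22b* (-0.70), and for *Cdk1* (-1.30), *Hprt* (-1.22), *Arsi* (-7.89), *Efemp1* (-7.12) and *Il17b* (-12.17). The same holds for *Cd74* (-6.15), *Fxyd2* (-9.41), *Gal3st1* (-10.71), *Krt14* (-5.24), *Syt8* (-9.21) and *Tnfrsf13c* (-9.85). For *Cd74*, *Cdh15*, *Dppa5a*, *Efemp1*, *Fam78b*, *Fxyd2*, *Gal3st1*, *Grem1*, *Il17b*, *Krt14*, *Nanog*, *Pcdhac2*, *Pou5f1*, *Sox2*, *Syt8* and *Tnfrsf13c* a group had 3 counts or fewer, so their values depend on the prior count and are no bound.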

How the results depend on the processing

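The settings without *Rn45s*, without sex-linked genes or genes at the ESC share, and the leave-outs and thinning of the interaction test were chosen only after results were seen.
In the settings tried, counts of genes stayed within 1.5 times of those given, apart from the following. Bone had 4047 higher genes in the joint fit and 1601 with a threshold of 1 on the log2 scale. With that threshold bone chips had 1087 higher and 1603 lower, and 233 genes were higher in every source. Genes lower in every source were 359. A threshold asks for larger changes by construction, and for the joint fit the cause was not tested.
Leaving out each library in turn gave 1932 to 2408 higher and 2186 to 2814 lower genes in bone, 2006 to 2848 and 2198 to 3084 in bone chips, and 6331 to 6976 and 4666 to 5412 in ESC-OB. It gave 474 to 589 genes in the overlap, 3271 to 4476 in the interaction test and odds ratios of 3.83 to 6.72 for ER-Golgi genes in the overlap. Those odds turned to 0 with the threshold and to 0.622 without the genes the study lists, which by construction removes members of the overlap.
For the osteogenesis list, the adjusted p in bone was 0.00273 with fgsea over all genes and 0.0474 among the genes called higher, which leaves out members that fell, and 0.171 to 0.353 leaving out libraries (fry, which tests the list against no change, gave 0.0179). In bone chips it was 0.443 with an estimated correlation, 0.0516 with RLE factors and 0.0573 with fgsea among the genes called higher. There leaving out libraries gave 0.0250 to 0.115, with 0.115 without GFP- replicate 2 and 0.0865 without GFP+ (hi) replicate 3. In ESC-OB it was 0.438 with an estimated correlation and 2.6e-07 to 1.9e-06 leaving out libraries. The cause was not tested.
With a replicate block, for the pairing of samples by number, the bone chip osteogenesis list had 0.0579, and counts were 2160.0 higher and 2494 lower in bone, 2709 and 3077 in bone chips, 6516 and 5271 in ESC-OB, 543 in the overlap and 3882 in the interaction test. Of single genes, the block ended the calls of *Ddit3*, *Golph3*, *Klf5* and *Plod1* in bone and of *Lepre1* and *Slc2a1* in ESC-OB. It made calls for *Klf5*, *Lcn2* and *Slc2a1* in bone chips and for *Cd74* and *Lipc* in ESC-OB. Apart from the ER-Golgi odds, tests of other lists and interaction calls of single genes were not compared under the block.
Of 386 results of single genes, 345 were called. An alternative ended the call of 24, made a call for 19 and turned the direction of 0. Thinning to the smallest library left 2072 higher genes in bone, 2045 in bone chips and 5742 in ESC-OB.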

Differences from the paper's values

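The tables hold a mean of 16.59 M counts per library, and the paper states an average of 30 M reads per sample. The paper's text does not say whether a count is a read or a pair of reads, and counting pairs would halve the number, so the values are not on one scale.
The paper lists 57 trafficking genes as higher in every source, and 53 of them were here. *Golga4* was not called in ESC-OB (0.34, adjusted p = 0.0797, range 0.0117 to 0.316). It was called there with DESeq2 (0.0236), RLE factors (0.0368), upper-quartile factors (0.0368) and the joint fit (0.0257), and without ESC-OB GFP+ replicate 1 (0.0354), 2 (0.0117) or 3 (0.0498). *Rab3d* was not called in bone (1.05, adjusted p = 0.0577, range 0.00812 to 0.200) but was with DESeq2 (0.0461) and the joint fit (0.00812), and without GFP+ (hi) replicate 3 (0.0361) or GFP- replicate 1 (0.0211). *Stx17* was not called in bone (0.73, adjusted p = 0.0502, range 1.0e-03 to 0.125) but was with a filter at 1 CPM (0.0471) and the joint fit (1.0e-03), and without GFP- replicate 2 (0.0339). *Leprot* was not called in bone (-0.24, adjusted p = 0.201, range 0.112 to 0.452) or bone chips (0.15, adjusted p = 0.178, range 0.112 to 0.377).
Of the 15 genes followed in MC3T3-E1 cells, 14 were higher in every source, *Golga4* being the other.
The paper names 7 markers and disease genes as shared by the sources, and 4 of them were called in each: *Ibsp*, *Runx2*, *Sec24d* and *Creb3l1*. *Bglap*, *Sp7* and *Dlx5* lay under the filter in the ESC comparison. *Sp7* was called with DESeq2 (0.00593), no filter (0.00840) and the joint fit (0.00777), and without ESC replicate 1 (0.0476), ESC replicate 3 (0.0417) or ESC-OB GFP+ replicate 1 (0.00577), but not without ESC replicate 2 (0.0606). *Bglap* was called with no filter (0.0345) but not with DESeq2 (0.0660) or the joint fit (0.0560), and *Dlx5* with no filter (0.0340) and the joint fit (0.0172) but not with DESeq2 (0.0769).
The paper reports enrichment of osteogenesis genes in Col2.3GFP+ populations from GSEA, and camera with a fixed list that stands in for the paper's did not pass in bone (adjusted p = 0.240). In bone it passed with fgsea over all genes (0.00273), over a range in tests against other genes of 0.00273 to 0.823. Among the genes called higher, which leaves out members that fell or were not called, fgsea gave 0.0474.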

Other observations

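The sample splits and the settings without sex-linked genes, genes at the ESC share or *Rn45s* were tests chosen only after the results were seen.
Enzymes that modify collagen were higher in ESC-OB (23 higher and 0 lower of 26) and bone chips (15 higher and 2 lower of 26) and went both ways in bone (5 higher and 12 lower of 26; 5, 17 and 23 higher in bone, bone chips and ESC-OB when adjusted over the list alone). *P4ha1*, a subunit of prolyl 4-hydroxylase, rose by 1.88 ± 0.16 in bone chips and 1.97 ± 0.16 in ESC-OB (log2 fold change ± SE) and was not called in bone (-0.14). *P4ha2* rose by 1.62 ± 0.18 and 6.49 ± 0.28 and had -0.39 (adjusted p = 0.0579) in bone. *P4ha3* fell by 4.51 in bone and 3.15 in bone chips and rose by 7.61 in ESC-OB. *Leprel1*, a prolyl 3-hydroxylase, fell by 4.64 in bone, rose by 2.81 in bone chips and was 1340.0 (240.0 to 52900.0) times as high in ESC-OB as in ESC (95% counting interval). *Lox*, which cross-links collagen, rose by 5.55 ± 0.18 in bone and 12.34 ± 0.45 in ESC-OB and was not called in bone chips (-0.42). The lysyl hydroxylase *Plod2* rose in ESC-OB (2.39) and was not called in bone (-0.08) or bone chips (0.02), and *Leprel2* rose in ESC-OB (4.05). *Plod1* rose by 4.41 in ESC-OB and fell by 0.45 in bone (range of adjusted p 0.0122 to 0.159), a call that ended without GFP+ (hi) replicate 1 (0.0923), without GFP+ (hi) replicate 2 (0.0659), without GFP+ (hi) replicate 3 (0.0998), without GFP- replicate 1 (0.135) and without GFP- replicate 3 (0.0570) and with no filter (0.0692), a replicate block (0.0564) and the joint fit (0.159). *Lepre1* rose by 1.24 in bone chips and 0.44 in ESC-OB (range 0.00614 to 0.131), where the call ended without ESC replicate 2 (0.0906), without ESC replicate 3 (0.131) and without ESC-OB GFP+ replicate 3 (0.0639) and with a replicate block (0.0622). The type IV collagens *Col4a1* and *Col4a2* fell in bone (-3.49 and -2.91) and bone chips (-3.85 and -3.85) and rose in ESC-OB (8.91 and 8.46).
The reference genes moved as well. *Actb* rose by 0.74 in bone (range 0.00112 to 0.0610), a call that ended without GFP+ (hi) replicate 1 (0.0610), and fell by 0.83 in ESC-OB. *Gapdh* fell by 2.27 in bone and 2.02 in ESC-OB and rose by 0.96 in bone chips (range 1.6e-04 to 0.0705), a call that ended without GFP+ (hi) replicate 1 (0.0705) and without GFP+ (hi) replicate 2 (0.0658). *Hprt* fell by 1.31 in bone and 1.37 in ESC-OB.
Lists of other cell types, by marker genes, moved as follows. In bone, bone chips and ESC-OB, stromal and adipocyte genes were 3 higher and 5 lower of 9, 1 higher and 13 lower of 15 and 13 higher and 0 lower of 13, and fibroblast and smooth muscle genes 4 higher and 8 lower of 13, 3 higher and 10 lower of 14 and 15 higher and 1 lower of 16. Endothelial genes were 0 higher and 3 lower of 6, 0 higher and 2 lower of 3 and 8 higher and 3 lower of 12, and osteoclast genes 2 higher and 1 lower of 9, 1 higher and 2 lower of 9 and 5 higher and 0 lower of 8. B lymphoid genes were 0 higher and 5 lower of 5 in bone, where GFP- cells held *Cd74* 398 (110.0 to 3290.0) times as high (95% counting interval), and 0 higher and 2 lower of 7 in ESC-OB. Erythroid genes were 0 higher and 5 lower of 10 in bone and 1 higher and 5 lower of 6 in ESC-OB. In ESC-OB, early endoderm genes were 15 higher and 2 lower of 17 (*Ttr* at least 1090.0-fold and *Alb* at least 137-fold higher), cardiac genes 14 higher and 0 lower of 16 and neutrophil genes 6 higher and 0 lower of 6 (*Lcn2* and *Ltf*). Monocyte and macrophage genes were 0 higher and 2 lower of 4 in bone, 0 higher and 0 lower of 17 in bone chips and 9 higher and 0 lower of 9 in ESC-OB, and neural genes 1 higher and 3 lower of 5, 2 higher and 2 lower of 4 and 1 higher and 5 lower of 12. Early endoderm genes were 0 higher and 5 lower of 7 in bone. Skeletal muscle genes were 1 higher and 3 lower of 6 in bone and 7 higher and 2 lower of 12 in ESC-OB.
Transcripts of the sex chromosomes differed between the groups compared. In bone *Xist* had 0, 0.365 and 1.55 CPM in the GFP- libraries and 16.9, 1.03 and 11.5 in the GFP+ (hi) libraries, and *Ddx3y*, on chromosome Y, 83.2, 161 and 58.6 and 0.137, 24.1 and 0.165. *Xist* had 582, 685 and 659 CPM in GFP- and 246, 248 and 202 in GFP+ (hi) cells of bone chips, and 11.9, 20.5 and 14.6 in ESC and 44.2, 81.4 and 45.4 in ESC-OB GFP+ cells. The samples' sex is not labelled. *Uty*, also on chromosome Y, had 71, 88 and 91 counts in the bone GFP- libraries and 0, 137 and 2 in the GFP+ (hi) libraries. Bone GFP+ (hi) replicates 1 and 3 thus appear to come from other animals than the GFP- libraries. The bone comparison therefore mixes sex and animal with GFP. Without sex-linked genes 2454 genes were higher and 2776 lower in bone, which leaves out no other effect of sex. Without genes at the ESC share 2432 were higher, and without *Rn45s* 2452 were higher and 2775 lower.
Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real splits called 2455 higher and 2776 lower genes in bone, 2614 and 2967 in bone chips, and 6631 and 5353 in ESC-OB, each the only 1 of its 10 splits with as many, the highest other count being 0. For the osteogenesis list (p before adjustment, camera), 2 of 10 splits in bone, 4 in bone chips and 2 in ESC-OB gave a p as small, the real values being 0.162, 0.0195 and 3.1e-08 and the smallest others 0.00957, 9.3e-04 and 1.2e-08. In bone chips, where libraries of the same number had correlated residuals, 3 other splits part all 3 same-number pairs as the real one does. They called 0 genes, and 1 of them had an osteogenesis p under the real one (0.00861). The other 6 splits part 1 pair.
For the overlap, 1 of 100 combined splits gave as many shared genes, the real one (560.0, highest other 0). For ER-Golgi genes 1 of 100 gave a p as small (1.1e-08, smallest other 1, Fisher's exact test). Since the other splits of each source called 0 genes, both outcomes follow from the splits of single sources and add nothing to them. For the interaction test 2 of 60 relabellings called as many genes (4108), the other with 6594, which exchanges the GFP labels in 1 source and so follows the structure of the samples.
On simulated data, 13 of 100 genes changed 2-fold and 65 of 100 changed 4-fold were recovered in bone, 58 and 95 in bone chips, and 24 and 87 in ESC-OB, with 6, 10 and 15 unchanged genes called. DESeq2 recovered 32 and 73, 70 and 96, and 48 and 91, with 29, 36 and 32 unchanged genes called. For edgeR's interaction test it was 60 of 100 at 4-fold. The simulations of single sources changed 200 genes, of 12559 tested in bone, where the real fit called 5231. With so few changed genes the Benjamini-Hochberg cutoff is stricter, so the shares recovered do not measure what the real fits missed.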
